# Trajectory analysis quantifies transcriptional plasticity during macrophage polarization

**DOI:** 10.1038/s41598-020-68766-w

**Published:** 2020-07-23

**Authors:** Serena X. Liu, Heather H. Gustafson, Dana L. Jackson, Suzie H. Pun, Cole Trapnell

**Keywords:** Cell biology, Molecular biology, Transcriptomics

## Abstract

In recent years, macrophages have been shown to be tremendously plastic in both in vitro and in vivo settings; however, it remains unclear whether macrophages retain any persistent memory of past polarization states which may then impact their future repolarization to new states. Here, we perform deep transcriptomic profiling at high temporal resolution as macrophages are polarized with cytokines that drive them into “M1” and “M2” molecular states. We find through trajectory analysis of their global transcriptomic profiles that macrophages which are first polarized to M1 or M2 and then subsequently repolarized demonstrate little to no memory of their polarization history. We observe complete repolarization both from M1 to M2 and vice versa, and we find that macrophage transcriptional phenotypes are defined by the current cell microenvironment, rather than an amalgamation of past and present states.

## Introduction

Cellular plasticity broadly refers to cells’ ability to assume different phenotypic identities. While cellular plasticity is perhaps best known as a canonical feature of embryonic differentiation in early development, it is also crucial for enabling differentiated cells to respond dynamically to changing microenvironments, as in the case of immune cells redirecting their function in response to different extracellular signals^1^.

Macrophages perform a wide variety of crucial, and sometimes contradictory, functions. While “pro-inflammatory” activities like fighting off infections and “anti-inflammatory” activities like wound-healing traditionally have been attributed to M1 and M2 macrophage subsets, studies of macrophages in both in vitro and in vivo contexts suggest that macrophages are phenotypically plastic and may shift states in response to environmental changes. Introducing a combination of CpG oligodeoxynucleotides (TLR9 agonist) and anti-interleukin-10 receptor antibody (IL-10 signaling antagonist) to tumor-associated macrophages in vivo triggered a phenotypic switch from M2-like to M1-like^2^. Tissue-resident macrophages also display a similar plasticity: peritoneal macrophages that were transferred to the lung adopted a lung-specific phenotype, down-regulating peritoneal macrophage-specific genes and up-regulating lung macrophage-specific genes^3^. In addition, treating macrophages with different cytokines sequentially in vitro triggered corresponding changes in the expression of canonical murine macrophage markers like iNOS and arginase, as well as changes in the panel of cytokines secreted by the stimulated macrophages^4^.

Macrophages that have been polarized in vitro, reprogrammed in situ, or engineered with genome editing tools are a promising avenue for cell-based therapeutics^5^. Macrophage dysfunction has been implicated in a wide array of diseases, including asthma^6–8^, obesity^9–12^, cancer^13–17^, and atherosclerosis^14,18,19^. In many of these cases, macrophages are thought to play a key role in disease pathogenesis and are considered a promising therapeutic target. Phenotypic shifts from M2-like to M1-like, or conversely from M1-like to M2-like, have been linked to disease outcome in cancer and obesity^2,20–25^. Moreover, efforts to treat disease by reprogramming macrophages or by transplanting engineered macrophages have shown some success in cancer^2,20–23^ and hereditary pulmonary alveolar proteinosis (hPAP)^5^. Thus, developing a better understanding of the molecular mechanisms controlling phenotypic shifts between M1-like and M2-like states could give insight into disease etiology and could lead to the discovery of novel therapeutic targets.

While macrophage plasticity is now well-established, it remains unclear the extent to which macrophages retain any memory of past phenotypic states and whether a cell’s history might impact its future response to environmental polarization cues. For instance, a dynamical systems view of cellular differentiation posits that cells undergoing molecular state transitions are “attracted” to specific positions along the continuum of molecular phenotypes they might adopt, and that these “attractors” correspond to classically defined cell types^26,27^. It is conceivable that polarization drives macrophages to such attractor states, resulting in stable and self-sustaining activation. Alternatively, stimulation to M1- or M2-like states may be transient and entirely dependent on the continuous presence of chemical cues in the microenvironment. Furthermore, it is also unclear whether the mechanism of macrophage plasticity operates on the level of individual cells (each cell undergoing a transition from old to new phenotype) or on the level of cell populations (subpopulations displaying the old phenotype being replaced by subpopulations displaying the new phenotype). In vitro models of macrophage polarization offer a controlled setting in which to begin investigating the molecular drivers of cellular phenotypic plasticity. Since we culture macrophages under conditions with little to no cell growth, observed changes in cell phenotype can be attributed to plasticity at the level of individual cells.

Here, we investigate the extent to which macrophages’ previous polarization affects their response to subsequent repolarization. To this end, we first polarized murine bone marrow-derived macrophages to M1 and M2 states in vitro, then observed polarized macrophage responses to either the removal of extrinsic cytokine stimulation altogether or repolarization to the opposite polarization state via a switch in polarizing cytokines. Both the initial polarization trajectory and the subsequent repolarization were characterized using bulk time-course transcriptomic sequencing. We find that in vitro mouse macrophages adopt phenotypes directed primarily by their current microenvironment, irrespective of previous polarization state.

## Results

### Cytokine stimulation drives synchronous and homogenous macrophage polarization in vitro

In order to measure the full transcriptomic profiles of in vitro polarized macrophages, we treated murine bone marrow-derived macrophages (BMDMs) with either interferon-γ (IFN-γ) and lipopolysaccharide (LPS) to induce an M1 polarization state or interleukin-4 (IL-4) to induce an M2 polarization state. Macrophages were harvested at 1, 2, 4, 6, 12, and 24 h after the addition of cytokines and profiled using bulk RNA-seq (Fig. 1A). 

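Bone marrow-derived macrophages are grown in culture from progenitor cells of mouse bone marrow. M1 cells received 25 ng/mL IFN-γ with 100 ng/mL LPS, a component of bacterial cell walls, and M2 cells received 25 ng/mL IL-4. The bulk RNA-seq data held 145 libraries of 48 conditions. M0 cells were collected at 0, 24, 48 and 96 h, M1 and M2 cells at 1, 2, 4, 6, 12, 24, 48 and 96 h, and cells moved to another medium at 24 h were collected between 25 and 96 h. In 45 conditions there were 3 libraries, in 48 h M0 there were 2, and in 96 h M0 and 28 h M2 → M1 there were 4. The paper and the sample labels call the libraries of a condition biological replicates, without saying whether they came from separate mice or cultures, and the p values measure the spread between these samples. The authors aligned the reads to the mouse genome (mm10) with TopHat 2.0.14 and computed FPKM with Cuffquant and Cuffnorm 2.2.2, and the deposited values are log10(FPKM + 1). They cover 8307 genes, each above 10 FPKM in at least 1 library. No read counts are given, so the sequencing depth is unknown. The FPKM of these genes summed to between 414377 and 453416 per library in 0 h M0 and to between 608954 and 682060 in 12 h M1. From there, the values were rescaled to log2(FPKM + 1) and fitted with limma in one model of all 145 libraries, with a mean for each condition, and genes with a Benjamini-Hochberg adjusted p below 0.05 were called differentially expressed. Gene groups were listed before the data were examined, and each was tested against the other genes with camera at a preset correlation of 0.01. Several choices could change the counts: the 1 FPKM added before the log shrinks changes of weakly expressed genes, each gene's spread is pooled over all conditions, and most comparisons share the 3 libraries of 0 h M0. Libraries numbered 1 stood apart from the rest. The first component of the values left after subtracting the condition means held 32.6% of their variance, and replicate 1 had the highest score in 45 of 48 conditions. The collagen genes Col1a1 and Col1a2, which are markers of fibroblasts, were lowest in replicate 1 in 47 of these conditions, by -2.02 and -2.01 on the log2 scale on average. Other genes shifted as well, such as Slc7a11, higher by 1.85, and Folr2, lower by -1.99.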

We visualized a global transcriptional “trajectory” of these timepoints using multidimensional scaling (MDS), which showed that macrophages embark on distinct programs of gene regulation upon polarization to M1 or M2 (Fig. 1B). 

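Among the times sampled in M1 cells, cytokine and chemokine genes had their highest median at 4 h and interferon-stimulated genes at 12 h. Relative to 0 h M0, the median log2 level of 20 inflammatory cytokine and chemokine genes was 2.36 ± 1.42 (SD, n = 3 libraries) at 1 h, 6.39 ± 0.15 at 4 h and 1.85 ± 0.75 at 24 h. For 31 interferon-stimulated genes it was 0.92 ± 0.71 at 1 h, 3.5 ± 0.31 at 2 h, 6.27 ± 0.22 at 12 h and 6.20 ± 0.40 at 24 h. The 1 h M1 libraries differed widely in both groups. In M2 cells the median of 27 genes known to respond to IL-4 was 0.28 ± 0.24 at 1 h, 2.29 ± 0.33 at 4 h and 2.70 ± 0.42 at 24 h, while the interferon-stimulated genes stood at -0.57 ± 0.08 at 24 h. Genes of the G2 and M phases of the cell cycle had a median of -2.60 ± 0.12 in 24 h M1 and of 0.11 ± 0.26 in 24 h M2. When all 48 conditions were placed by multidimensional scaling of their JSDs, the first axis carried 50.8% of the variation. On that axis 0 h M0 lay at -0.0483, 24 h M1 at 0.0801 and 24 h M2 at -0.0700. At 24 h, M1 and M2 cells thus lay on opposite sides of the starting point. M0 cells were on the M2 side too at 24 h (-0.0518) and 48 h (-0.0608), but not at 96 h (-0.0480). M2 cells lay at -0.0437 at 1 h and at -0.0568 at 96 h. Part of the offset of M2 cells may therefore come with time in culture. No test was made of these medians or positions.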

To identify differentially expressed genes (DEGs), we compared the 0 h M0 timepoint to each M1 and M2 timepoint using Cuffdiff. 

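In 24 h M1 cells, 5081 of 8307 genes differed from 0 h M0, 2985 higher and 2096 lower, and 61.2% of them differed by less than 2-fold. The largest rises were in chemokines and in enzymes of the antimicrobial response. Ccl5, a chemokine that attracts T cells, went from 3.35 ± 1.02 to 8622 ± 1556 FPKM (SD, n = 3 each; log2 fold change 10.96, standard error 0.60, limma adjusted p = 8.6e-32). Cxcl9, a chemokine induced by IFN-γ, went from 0.188 ± 0.0683 to 727 ± 55.6 FPKM, a log2 fold change of 9.26. Of 31 interferon-stimulated genes, 30 rose, and also 30 when adjusted over the list alone (camera adjusted p = 1.3e-35). They include Rsad2 and Ifit2, which restrict viral replication, with log2 fold changes of 8.97 and 8.42, and Iigp1 and Gbp2, GTPases that act on intracellular microbes, with 8.96 and 8.55. All 13 genes of MHC class I antigen processing rose, 13 adjusted over the list alone (camera adjusted p = 2.1e-13); Tap1, a peptide transporter, reached 432 ± 13.3 FPKM from 16.6 ± 1.53. Of 8 MHC class II genes 7 rose, 7 adjusted over the list alone, among them H2-Ab1 (2.34) and Cd74 (1.97); the camera adjusted p was 0.012, and the adjusted p = 0.36 with an estimated correlation. Of 15 M1 effector genes 14 rose, 14 adjusted over the list alone (camera adjusted p = 1.8e-07; adjusted p = 0.083 with an estimated correlation), including Irg1, which makes the antimicrobial metabolite itaconate (8.61). Of 20 inflammatory cytokine and chemokine genes 11 rose, 11 adjusted over the list alone, led by Ccl5, Cxcl9 and Cxcl10, and 1 fell, Ccl3, by 2.62 on the log2 scale (camera adjusted p = 0.011; adjusted p = 0.4 with an estimated correlation). Of 16 negative feedback genes 12 rose, 12 adjusted over the list alone, and 1 fell (camera adjusted p = 0.01; adjusted p = 0.36 with an estimated correlation), with log2 fold changes of 6.43 for Socs1 and 3.94 for Socs3, inhibitors of cytokine signalling, and 6.24 for Cd274, which encodes PD-L1.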

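Metabolic and cell-cycle genes moved in the same 24 h M1 libraries. Of 18 glycolysis genes 15 rose, 15 adjusted over the list alone (camera adjusted p = 0.0022; adjusted p = 0.36 with an estimated correlation); Pfkfb3, whose product stimulates phosphofructokinase, went from 8.81 ± 0.164 to 118 ± 20.4 FPKM. Of 26 genes of the TCA cycle and oxidative phosphorylation 5 rose and 6 fell, 4 and 6 adjusted over the list alone (camera adjusted p = 0.21), with Idh2, a mitochondrial isocitrate dehydrogenase, at -2.10 and Fh1, the fumarase, at -1.64. Of 22 genes of cholesterol synthesis 12 fell and 1 rose, as they did when adjusted over the list alone (camera adjusted p = 0.0018; adjusted p = 0.36 with an estimated correlation), among them Fdps (-1.85) and Idi1 (-1.79). All 20 ribosomal protein genes fell, 20 adjusted over the list alone (camera adjusted p = 1.7e-12; adjusted p = 0.12 with an estimated correlation), Rpl10a from 190 ± 40.4 to 20.1 ± 6.04 FPKM. Of 34 genes of S phase 30 fell and 1 rose (camera adjusted p = 1.3e-13; adjusted p = 0.12 with an estimated correlation), and of 49 genes of the G2 and M phases 45 fell (camera adjusted p = 5.4e-25; adjusted p = 0.077 with an estimated correlation), with the same counts adjusted over the list alone. Rrm2, which supplies deoxynucleotides, fell from 31 ± 0.976 to 0.719 ± 0.417 FPKM and Top2a, a topoisomerase of mitosis, from 53.4 ± 3.16 to 1.1 ± 0.331. Smaller parts of the other groups moved: 6 of 27 IL-4 response genes rose and 10 fell (camera adjusted p = 0.062), 1 of 9 LXR targets rose and 4 fell (0.14), 8 of 24 lysosome genes rose and 5 fell (0.7), 5 of 10 NRF2 targets rose and 1 fell (0.28), 5 of 11 stress genes rose and 1 fell (0.4), and 4 of 16 core macrophage genes rose and 4 fell (0.7). Transcripts of other cell types moved as well. All 10 markers of neutrophils and their precursors fell, 10 adjusted over the list alone (camera adjusted p = 6.6e-09; adjusted p = 0.072 with an estimated correlation), S100a9 from 852 ± 459 to 0.268 ± 0.11 FPKM, and Ighm, a marker of B cells, fell by 5.60 on the log2 scale. Both measured megakaryocyte markers fell, 3 of 5 osteoclast markers fell (camera adjusted p = 0.21), and none of 3 fibroblast markers passed the test (0.77). With the replicate number in the model, as these libraries pair by number, the count of differentially expressed genes was 5605.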

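In 24 h M2 cells, 2694 genes differed from 0 h M0, 1515 higher and 1179 lower, and 77.8% of them by less than 2-fold. Of 27 genes known to respond to IL-4, 25 rose and 1, the receptor gene Il4ra, fell, with the same counts adjusted over the list alone (camera adjusted p = 3.8e-29). Retnla, a secreted protein of alternatively activated macrophages, went from 0.264 ± 0.182 to 5860 ± 399 FPKM (SD, n = 3 each; log2 fold change 12.19, standard error 0.66, limma adjusted p = 4.9e-31). The ribonuclease gene Ear11 rose by a log2 fold change of 7.03 and the lectin gene Mgl2 by 6.87. Of 22 genes of cholesterol synthesis 21 rose, 21 adjusted over the list alone (camera adjusted p = 3.7e-10), with Hmgcs1 going from 20.8 ± 9.59 to 59 ± 5.1 FPKM and Sqle from 15.5 ± 1.15 to 41.1 ± 3.71. The median log2 level of this list was also 0.39 ± 0.08 above 0 h M0 in 24 h M0 cells (n = 3), so the rise cannot be assigned to IL-4 alone. Of 26 genes of the TCA cycle and oxidative phosphorylation 17 rose, 18 adjusted over the list alone (camera adjusted p = 9.8e-06; adjusted p = 0.51 with an estimated correlation), by 0.82 for Atp5b and 0.78 for Idh3a. Of 31 interferon-stimulated genes 12 fell and 1 rose, with the same counts adjusted over the list alone (camera adjusted p = 9.8e-05; adjusted p = 0.51 with an estimated correlation); Oas2, a sensor of double-stranded RNA, had a log2 fold change of -1.99 and Irf7, a regulator of interferon genes, of -1.51. Of 20 ribosomal protein genes 10 rose, 10 adjusted over the list alone (camera adjusted p = 0.0083; adjusted p = 0.69 with an estimated correlation). Of 16 core macrophage genes 6 fell, 6 adjusted over the list alone (camera adjusted p = 0.002; adjusted p = 0.34 with an estimated correlation), among them the LPS co-receptor Cd14, from 101 ± 28.5 to 17.1 ± 3.61 FPKM. Of 5 osteoclast markers 2 rose, Ocstamp (4.54) and Dcstamp (1.11), which act in cell fusion, 2 adjusted over the list alone (camera adjusted p = 0.035; adjusted p = 0.18 with an estimated correlation). Of 34 genes of S phase 2 rose and 1 fell, and of 49 genes of the G2 and M phases 1 rose and 2 fell. Markers of neutrophils and their precursors were lower here too: 9 of 10 fell, 9 adjusted over the list alone (camera adjusted p = 3.3e-13), such as Elane (-4.94) and Prtn3 (-4.85). With the replicate number in the model, the count was 3440.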

As measured by the number of differentially expressed genes, at 24 h, M1 cytokines elicited a stronger transcriptional response (5,387 genes) than M2 cytokines (2,811 genes) (Fig. S1). These included previously defined M1 (*iNOS*) and M2 (*Arg1*) gene markers (Fig. 1C & S2), confirming that our in vitro polarized macrophages developed distinct and expected M1 and M2 phenotypes.

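Nos2, which encodes iNOS, the enzyme that makes nitric oxide, was near the floor in 0 h M0 at 0.114 ± 0.0726 FPKM and reached 624 ± 112 FPKM in 24 h M1 (SD, n = 3 each; log2 fold change 9.12, standard error 0.36, limma adjusted p = 7.6e-43). In 24 h M2 it stood at 0.377 FPKM (log2 fold change 0.29, adjusted p = 0.59). Tnf, an inflammatory cytokine, rose in 24 h M1 by a log2 fold change of 2.97, whereas Retnla did not pass the test there (-0.05). Of the transcription factors tied to the M2 state, Pparg was 43.9 ± 11 FPKM in 24 h M2 against 20.4 ± 4.37 in 0 h M0 (log2 fold change 1.06, adjusted p = 0.019) and fell in 24 h M1 by 2.19 on the log2 scale, and Stat6 had log2 fold changes of -0.10 in 24 h M2, which did not pass the test, and of 0.50 in 24 h M1, which did. From the presence of marker genes among the differentially expressed genes, the paper concludes that the cells took on distinct M1 and M2 phenotypes.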

**Figure 1:**
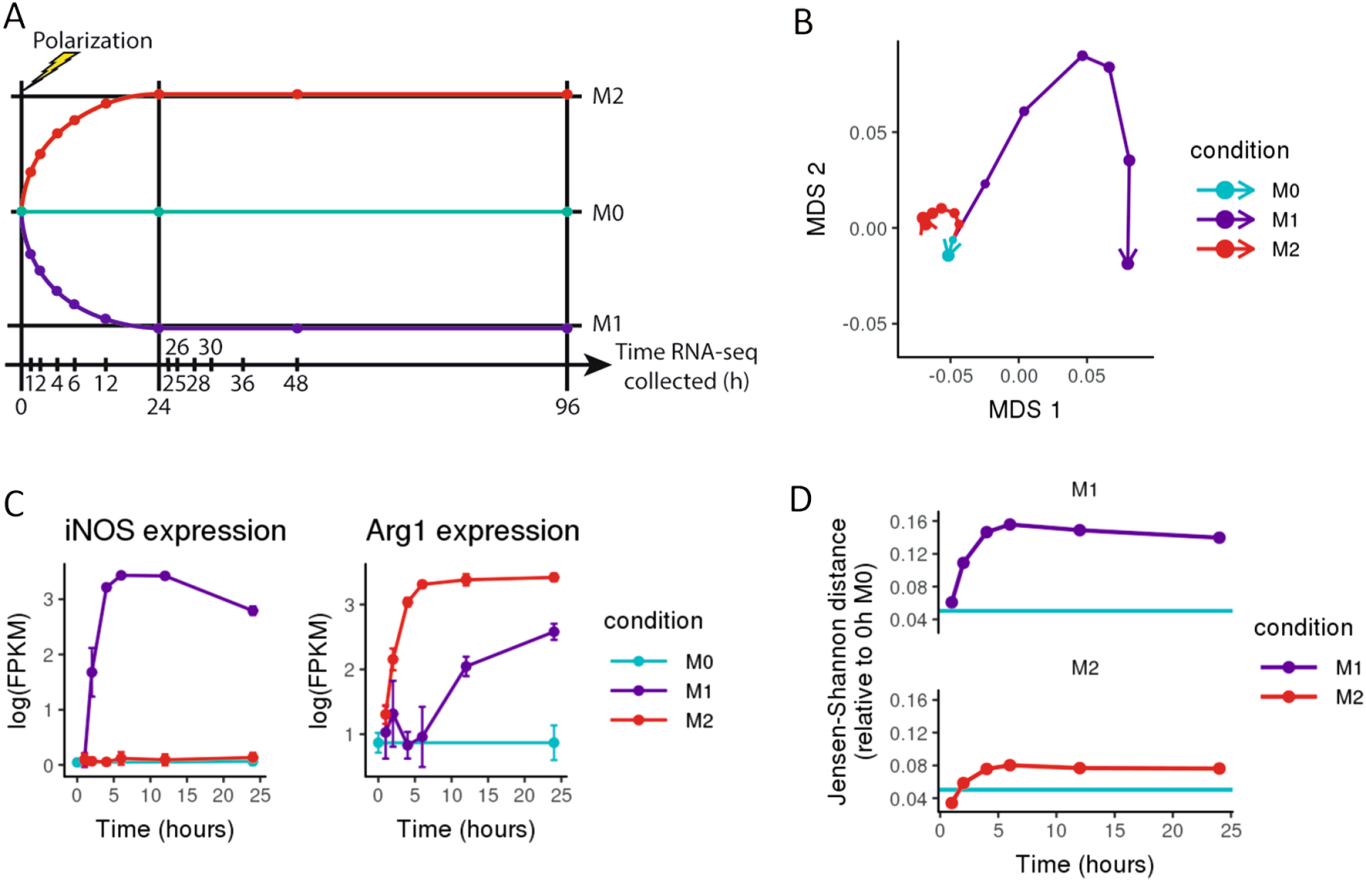
In vitro polarized macrophages display distinct M1 and M2 phenotypes. (**A**) Schematic of experimental design, where each point represents a collected sample, and each colored trajectory represents a different treatment condition. Murine bone marrow-derived macrophages were treated with cytokines to induce polarization (IFN-γ + LPS for M1, IL-4 for M2); M0 was maintained in base media as an unpolarized control (n = 3). (**B**) Multidimensional scaling (MDS) plot of RNA-seq expression (averaged across three replicates for each sample); points representing each sample are connected in order of collection, with point size representing the time spent (in hours) in culture. Macrophages treated with IFN-γ + LPS (M1) and IL-4 (M2) follow distinct polarization trajectories. (**C**) Gene expression in log(FPKM) of *iNOS* (a marker gene for M1 polarization) and *Arg1* (a marker gene for M2 polarization) over time. (**D**) Jensen–Shannon distance (JSD) between the RNA expression profiles of M1- and M2-polarized macrophages and the 0 h M0 control. As a baseline for expected global expression differences between samples, the teal line shows the average JSD between all later M0 controls (collected at 24 h, 48 h, and 96 h) and the original 0 h M0 control sample.

To globally quantify the transcriptomic differences between M1- and M2-polarized macrophages and unpolarized M0 macrophages, we computed the Jensen–Shannon distance (JSD), a measure commonly used to assess transcriptomic similarity^28^, between each polarized sample and the 0 h M0 sample. We then compared these distances to the JSD between the later M0 controls (24 h M0, 48 h M0, and 96 h M0) and 0 h M0 (Fig. 1D), which establishes the expected variation between unpolarized, cultured macrophages over the time scale of the experiment. Both M1 and M2 macrophages trend towards equilibrium JSD values which are higher than the JSD between different M0 timepoints, reflecting stable polarized phenotypes that are distinct from the unpolarized control. That M1 macrophages are more distant from M0 than M2 cells are by this measure is consistent with the greater number of DEGs between M1 and M0 than between M2 and M0.

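The summed difference from 0 h M0 was larger in M1 than in M2 cells at 24 h, and at 96 h on the log10 scale, and both stood above the later M0 controls. The JSD from 0 h M0, computed here in bits from the mean log10 values of each condition, was 0.140 ± 0.0083 (SD over the 3 treated libraries, each against the mean of the reference) for 24 h M1 and 0.0763 ± 0.0038 for 24 h M2. At 96 h it was 0.125 ± 0.0107 for M1 and 0.0995 ± 0.0029 for M2. On linear FPKM, the 96 h values were 0.315 for M1 and 0.317 for M2, so M1 no longer lay above M2, while those at 24 h were 0.381 and 0.210. M1 cells lay at 0.147 ± 0.0065 at 4 h and, among the times sampled, were highest at 6 h, at 0.156 ± 0.0061. The later M0 cells lay at 0.0500 ± 0.0074 over 9 libraries, with 0.0386 at 24 h, 0.0576 at 48 h and 0.0538 at 96 h. Single libraries of 0 h M0 lay 0.0447 from each other on average. The median log2 level of genes of the G2 and M phases relative to 0 h M0 was 0.47 in 24 h M0, 0.86 in 48 h M0 and -0.74 in 96 h M0 (n = 3, 2 and 4). In the test against 0 h M0, 33 of 49 genes of the G2 and M phases were lower in 96 h M0, 39 adjusted over the list alone (camera adjusted p = 3.6e-19; adjusted p = 0.34 with an estimated correlation), as were 9 of 10 markers of neutrophils and their precursors, 9 adjusted over the list alone (camera adjusted p = 2.9e-43). No test was made of a JSD.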

In principle, cytokines could elicit heterogeneous or asynchronous responses in individual macrophages, so we analyzed a subset of these timepoints with single-cell transcriptome sequencing. 

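Single-cell RNA-seq covered 7 conditions with 1 library each: M0 at 0, 6 and 24 h, and M1 and M2 at 6 and 24 h. The libraries were made with a 10X Genomics droplet kit that counts the 3′ ends of transcripts with unique molecular identifiers (UMIs), and the authors ran Cell Ranger on mm10. The deposited matrices hold UMI counts of 27998 genes in 22881 barcodes that the authors had already selected. There were 5985 barcodes in 0 h M0, 2446 in 6 h M0, 3248 in 6 h M1, 2709 in 6 h M2, 2727 in 24 h M0, 2842 in 24 h M1 and 2924 in 24 h M2. In the same order the total UMIs were 7570554, 6022816, 8761151, 8456562, 5725353, 7115511 and 7770517, and the median UMIs per barcode 1025, 1999.5, 2215.5, 2529, 1751, 2056 and 2295.5. From there, all barcodes were kept, counts were log-normalized with scanpy, and the 20 nearest neighbours of each cell were found on 30 principal components of 2000 variable genes. A doublet caller marked 29 barcodes, 0.127% of all, too few for droplets loaded at this density, so it was taken as not having worked and no doublets were removed. Where shares of cells are given after thinning, each cell was drawn down to 500 UMIs, which left out 400 barcodes of 0 h M0 with fewer. With 1 library per condition no test of a condition was made, and the intervals cover counting error only. Differences between libraries also hold any difference between cultures or preparations.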

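M1 cells stood apart from all other libraries, and M2 cells stood apart less fully at 6 h. Of the 20 nearest neighbours of a 6 h M1 cell, 99.7% on average came from the same library, as did 99.7% for 24 h M1, 95.6% for 24 h M2 and 88.4% for 6 h M2. Of the neighbours of 6 h M2 cells, 8.24% were M0 cells and 3.36% were 24 h M2 cells. M0 cells of different times shared neighbours: 65.3% of the neighbours of 0 h M0 cells, 54.2% of those of 6 h M0 and 73.1% of those of 24 h M0 came from the same library, while 98.7%, 97.3% and 99.3% came from any M0 library. By their share of all cells, these 3 libraries would hold 26.2%, 10.7% and 11.9% of neighbours. Interferon-stimulated genes took 185 UMIs per 10000 in 6 h M1 against 2.80 in 6 h M0, and 255 against 4.42 at 24 h; 30 of 30 measured genes were at least 2-fold higher at 6 h and 29 of 30 at 24 h. Of 26 measured IL-4 response genes, 24 were at least 2-fold higher in 6 h M2 than in 6 h M0, and together they took 55.4 against 2.34 UMIs per 10000. Marker genes of the paper followed the libraries. Nos2 had 10.9 UMIs per 10000 in 6 h M1 and 5.66 in 24 h M1, and no UMI in 24 h M0 and 24 h M2. After thinning to 500 UMIs, 39.4% and 24.2% of the 6 h and 24 h M1 cells held at least 1 Nos2 UMI (57.7% at 24 h without thinning). Retnla had 135 UMIs per 10000 in 24 h M2 and 7.34 in 6 h M2, and no UMI in 24 h M0 and 24 h M1. After thinning, 90.9% and 18.3% of the 24 h and 6 h M2 cells held at least 1 (99.5% and 40.3% without). Of 8 clusters, a pair that mixed the M0 libraries held 8798 and 2529 cells, and those of 6 h M1, 6 h M2, 24 h M1 and 24 h M2 held 3211, 2515, 2827 and 2887. The M0 cluster of 2529 cells was led by genes of the cell cycle, among them Birc5, Top2a and Rrm2. It held 1040 cells of 0 h M0, 986 of 6 h M0 and 456 of 24 h M0. A further 43 came from 6 h M2 and 4 from 24 h M2, and none from M1. The other clusters were small. One of 65 cells, 25 of them from 0 h M0 and 1 from 6 h M1, held dendritic cell markers at 5.55 UMIs per 10000, against 0.133 in the rest. One of 49 cells, 35 from 6 h M1 and 14 from 24 h M1, held them at 31.7 against 0.0716. Core macrophage genes took 91.2 UMIs per 10000 in the cluster of 65 cells and 26.1 in that of 49, against 176 in the rest. In each, 1 of 7 dendritic cell markers had at least 20 UMIs and a level at least 2-fold above the rest, too few to name a cell type. From the separation of the clusters, the paper proposes that polarization in this system is largely synchronous and homogeneous.

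**Figure D1:**
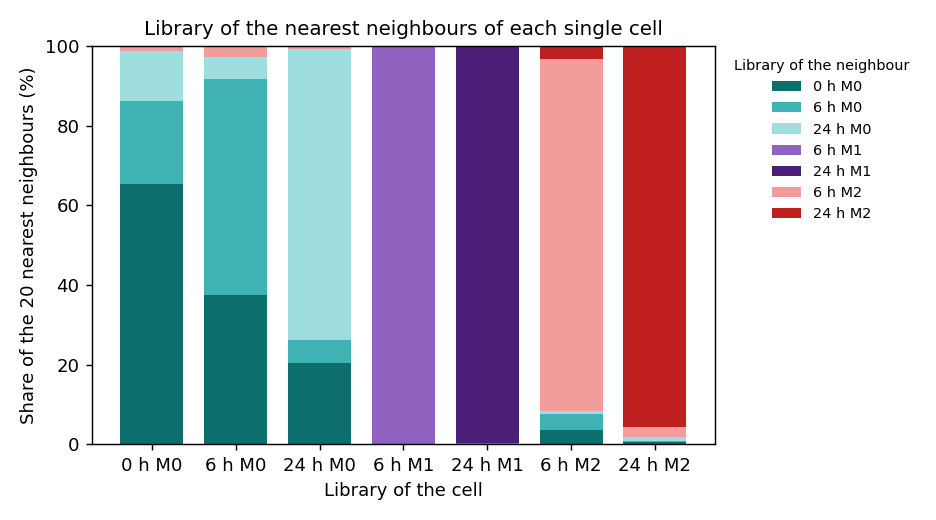
Share of the 20 nearest neighbours of each cell, in percent and averaged over the cells of a library, that came from the same library and from the other libraries. Each bar is 1 of the 7 libraries. Neighbours of 6 h and 24 h M1 cells came almost entirely from the same library (99.7% each), whereas 65.3% did for 0 h M0.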

M1- and M2-polarized macrophages formed coherent clusters that were clearly separated from each other and unpolarized cells, with no intermixing of cells from different time points, suggesting that this in vitro system drives macrophage polarization in a largely synchronous and homogeneous manner (Fig. S3A). The in vitro cultured macrophages also exhibited very low expression of proliferation markers, particularly in the M1 condition, suggesting a low level of cell growth (Fig. S3B,C).

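Transcripts of the cell cycle were low in M1 cells and higher in M0 and M2 cells. A list of 94 genes of the S, G2 and M phases took 7.71 UMIs per 10000 in 24 h M1 and 9.92 in 6 h M1. In M0 cells they took 42.2 at 0 h (exact Poisson interval 41.8 to 42.7), 63.6 at 6 h and 39.3 at 24 h, and in M2 cells 49.5 at 6 h and 47.3 at 24 h. After thinning to 500 UMIs, at least 5 UMIs of these genes were found in 14.4% of 0 h M0, 26.7% of 6 h M0 and 12.4% of 24 h M0 cells, in 0.154% of 6 h M1 and 0.0352% of 24 h M1 cells, and in 18.3% of 6 h M2 and 17.6% of 24 h M2 cells. Without thinning the shares were 34.2%, 76.6% and 35.8% for M0, 15.4% and 9.43% for M1, and 71.0% and 52.9% for M2, in the same order. The paper shows its own list of proliferation markers only as a picture (Fig. S3C), so the list used here is another one, set in advance. Free RNA in the droplets can add UMIs of these genes to any cell. The cluster led by genes of the cell cycle held 986 of the 2446 cells of 6 h M0. It also held 1040 of the 5985 cells of 0 h M0 and 456 of the 2727 of 24 h M0.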

### Polarized macrophages return to baseline upon removal of extrinsic cytokines

We then wished to explore whether M1- and M2-polarized macrophages could maintain their polarized phenotypes in the absence of extrinsic cytokines in the media, or whether M1 and M2 macrophages would revert back to an unpolarized state without continuous external cytokine stimulation. To investigate this question, M1- and M2-polarized macrophages were washed and then returned to a basic media without any polarizing cytokines (Fig. 2A). Separately, we maintained M1 and M2 macrophages in culture with the original polarizing cytokines as a control. In the absence of continued cytokine exposure, we found that previously polarized macrophages quickly revert to a state that resembles the baseline unpolarized phenotype, in terms of both the expression of individual M1/M2 polarization marker genes and the cells’ overall transcriptomes (Fig. 2B,C). 

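After the wash, Nos2 and the genes that respond to IL-4 went down within a day. Nos2 stood at 581 ± 189 FPKM (SD, n = 3 libraries at each time) 1 h after removal of the M1 cytokines, at 124 ± 9.98 after 6 h, at 27.3 ± 1.75 after 12 h, at 4.40 ± 0.579 after 24 h and at 1.65 ± 0.591 after 72 h. In cells kept with the cytokines until 96 h it was 262 ± 85.7 FPKM. Gene groups followed with different speeds. Relative to 0 h M0, the median log2 level of 31 interferon-stimulated genes in M1 → M0 cells was 6.12 ± 0.22 after 1 h, 4.10 ± 0.28 after 6 h, 1.49 ± 0.79 after 24 h and 1.53 ± 0.19 after 72 h. Inflammatory cytokine and chemokine genes went from 1.69 ± 0.60 after 1 h to -0.08 ± 0.04 after 24 h, and MHC class II genes from 2.14 ± 0.20 after 1 h to -1.15 ± 0.33 after 72 h. Genes of the G2 and M phases stayed at -2.39 ± 0.19 after 24 h and reached -0.12 ± 1.14 after 72 h, with a wide spread between libraries. In M2 → M0 cells the IL-4 response genes went from 2.43 ± 0.06 after 1 h to 0.45 ± 0.06 after 24 h and 0.07 ± 0.05 after 72 h. No test was made between times.

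**Figure D2:**
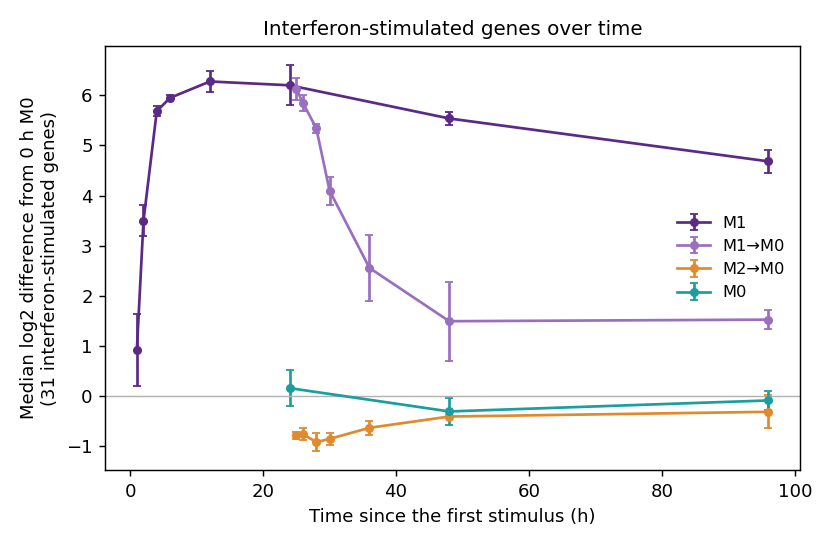
Median log2 level of 31 interferon-stimulated genes relative to 0 h M0, against hours since the first stimulus, for M1, M1 → M0, M2 → M0 and M0 macrophages. Points are means of the library medians and bars their SD (n = 3, but 2 for 48 h M0 and 4 for 96 h M0). In M1 → M0 cells the level falls from 6.12 at 25 h to 1.49 at 48 h and is 1.53 at 96 h.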

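At 96 h, that is 72 h after the wash, 1856 genes differed between M1 → M0 and 0 h M0 cells, 1159 higher and 697 lower, and 1488 between M2 → M0 and 0 h M0 cells, 814 higher and 674 lower. Of these, 83.0% and 81.7% differed by less than 2-fold. Cells kept with M1 or M2 cytokines until 96 h differed from 0 h M0 in 4579 and 3483 genes. M0 cells that had only been cultured to 96 h differed in 1134 genes, 561 higher and 573 lower. With the 2 groups of a comparison fitted alone, the count for M1 → M0 was 1089 and that for 96 h M0 751; for 96 h M0 it was also 631 without replicate 1 of 0 h M0, 572 without its replicate 3 and 755 without replicate 2 of 96 h M0. In M1 → M0 cells 23 of 31 interferon-stimulated genes were higher than in 0 h M0, 23 adjusted over the list alone (camera adjusted p = 1.2e-23). Irf7, a transcription factor that amplifies interferon production, was 92.1 ± 28.7 against 7.71 ± 1.1 FPKM (SD, n = 3 each; log2 fold change 3.38), and Oas3, which activates an antiviral ribonuclease, 26.9 ± 3.44 against 2.83 ± 0.42. The chemokine Ccl5 was 266 ± 92.9 against 3.35 ± 1.02 FPKM (log2 fold change 5.91, standard error 0.60, limma adjusted p = 6.5e-14). Of 13 genes of MHC class I processing 10 were higher, 10 adjusted over the list alone (camera adjusted p = 1.1e-06; adjusted p = 0.052 with an estimated correlation), whereas 4 of 8 MHC class II genes were lower, 5 lower and 1 higher adjusted over the list alone (camera adjusted p = 0.0003; adjusted p = 0.17 with an estimated correlation); Cd74, the invariant chain that escorts MHC class II, was 33.3 ± 3.86 against 160 ± 24.8 FPKM. Of 27 IL-4 response genes 7 were lower and 1 higher, as they were adjusted over the list alone (camera adjusted p = 3.6e-05; adjusted p = 0.052 with an estimated correlation). Of 15 M1 effectors 2 were higher, of 20 inflammatory cytokine and chemokine genes 2, and of 18 glycolysis genes none, with the same counts adjusted over the list alone (camera adjusted p = 0.46, 0.61 and 0.46). In M2 → M0 cells 2 of 27 IL-4 response genes were higher than in 0 h M0 and 1 lower, with the same counts adjusted over the list alone (camera adjusted p = 0.46), and 8 of 24 lysosome genes were higher, 9 adjusted over the list alone (camera adjusted p = 0.00013; adjusted p = 0.71 with an estimated correlation). There 26 of 34 genes of S phase were lower, 28 adjusted over the list alone (camera adjusted p = 1.1e-16; adjusted p = 0.13 with an estimated correlation), as were 43 of 49 of the G2 and M phases, 46 adjusted over the list alone (camera adjusted p = 1.7e-33; adjusted p = 0.0501 with an estimated correlation). Markers of neutrophils and their precursors were lower in both, 10 of 10 in M1 → M0 and 9 of 10 in M2 → M0 (10 in each adjusted over the list alone; camera adjusted p = 1.1e-33 and 2.7e-35), with S100a9 listed at 0 FPKM in the 3 M1 → M0 libraries.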

After 72 h in cytokine-free media, we detected 2,307 differentially expressed genes between M1 → M0 macrophages and 0 h M0 macrophages (as compared to 4,732 DEGs for the 72 h M1 control) and 2,038 differentially expressed genes between M2 → M0 macrophages and 0 h M0 macrophages (as compared to 3,824 DEGS for the 72 h M2 control) (Fig. S4). JSD between depolarizing M1 and M2 macrophages and 0 h M0 also trends down towards the baseline JSD value between different M0 timepoints (Fig. 2D). 

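The JSD between M1 → M0 and 0 h M0 cells was 0.139 at 25 h, 0.130 at 28 h, 0.110 at 36 h, 0.0983 ± 0.0055 at 48 h (SD over 3 libraries) and 0.0723 ± 0.0043 at 96 h. For M2 → M0 cells it was 0.0825 ± 0.0023 at 26 h, 0.0628 ± 0.0048 at 48 h and 0.0601 ± 0.0029 at 96 h. The later M0 cells of the same series had a mean of 0.0500 with an SD of 0.0074 over 9 libraries, and both 96 h values lie above that mean by more than its SD. That mean pools 3 ages, and 96 h M0 alone lay at 0.0538. Single later M0 libraries ran from 0.0407 to 0.0651. Those of M2 → M0 at 96 h overlapped them (0.0612 to 0.0665), and those of M1 → M0 lay above (0.0730 to 0.0816). When the 96 h M0 cells were taken as the reference instead, the distance was 0.0622 ± 0.0014 for M1 → M0 and 0.0279 ± 0.0014 for M2 → M0. The number of differentially expressed genes against 0 h M0 was higher at 26 h than at 25 h and had fallen by 48 h. For M1 → M0 it was 5107 at 25 h, 5273 at 26 h, 3926 at 48 h and 1856 at 96 h. For M2 → M0 it was 3312 at 25 h, 3527 at 26 h, 3417 at 30 h, 1595 at 48 h and 1488 at 96 h.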

Most M1 and M2 marker genes returned to levels very similar to the M0 cells, although there were some exceptions. For example, following removal of M1 cytokines, while *Tnf* was reduced to 36.7% of its peak expression levels and 62.7% of equilibrium 96 h M1 levels, *Tnf* expression remained slightly elevated relative to M0 cells at 96 h (Fig. S5A). Similarly, while *Retnla* expression levels drop to 55% of their 24 h M2 levels in 96 h M2 → M0 cells, the gene is still expressed at higher levels than in M0 cells (Fig. S5B). These results suggest that most genes upregulated as part of M1 or M2 polarization do not remain expressed at maximal levels in the absence of extrinsic cytokine stimulation, often returning to their pre-polarization levels.

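M2 → M0 cells came close to M0 cells of the same time in culture, and M1 → M0 cells differed from them in more genes, not all of which had moved the same way in 24 h M1. At 96 h, 31 genes differed between M2 → M0 and M0 cells (21 higher, 10 lower; 518 at an unadjusted p below 0.05), and 1488 between M1 → M0 and M0 cells (891 higher, 597 lower; n = 3 against 4). With the 2 groups fitted alone the count for M2 → M0 was 71, and without the libraries numbered 1, a setting chosen after these had been seen to stand apart, it was 195; it was 19, 15 and 13 without replicates 1, 2 and 3 of M2 → M0. In M2 → M0 cells Chi3l3, a chitinase-like protein induced by IL-4, was 61.8 ± 4.3 against 0.205 ± 0.171 FPKM (log2 fold change 5.71, standard error 0.38, limma adjusted p = 1.3e-23). In 0 h M0 it had been 79.3 ± 32.1 FPKM, and against these M2 → M0 cells did not pass the test (log2 fold change -0.26, adjusted p = 0.73). Of 27 IL-4 response genes 4 were higher than in 96 h M0, 6 adjusted over the list alone (camera adjusted p = 8.3e-10), and of 8 MHC class II genes none passed, with 5 higher adjusted over the list alone (camera adjusted p = 8.4e-11). In M1 → M0 cells 24 of 31 interferon-stimulated genes were higher, 26 adjusted over the list alone (camera adjusted p = 4.2e-34), with log2 fold changes of 3.98 for Irf7, 2.73 for Oas3 and 2.62 for Ifi44. Of 13 genes of MHC class I processing 10 were higher, 11 adjusted over the list alone (camera adjusted p = 6.9e-10). Of 9 LXR targets, genes of cholesterol efflux and lipid transport, 6 were lower, 6 adjusted over the list alone (camera adjusted p = 3.1e-06); Apoe was 3193 ± 638 against 13193 ± 917 FPKM and Abca1 26.1 ± 5.24 against 71.9 ± 15.3. Of 34 genes of S phase 32 were higher, 33 adjusted over the list alone (camera adjusted p = 1.5e-21), such as Rrm2 at 62.1 ± 37.1 against 18.7 ± 4.2 FPKM, and of 49 genes of the G2 and M phases 20, with 37 higher and 1 lower adjusted over the list alone (camera adjusted p = 3.7e-08; adjusted p = 0.41 with an estimated correlation). Nos2 remained above M0 at 1.65 ± 0.591 against 0.113 ± 0.139 FPKM (log2 fold change 1.24, adjusted p = 0.0048). Markers of other cells moved along: all 3 fibroblast markers were lower in M1 → M0 than in 96 h M0 cells, Col1a2 at 0.446 against 35.5 ± 29.4 FPKM, and 4 of 5 osteoclast markers were lower, such as Ctsk by a log2 fold change of -1.92, with the same counts adjusted over the list alone (camera adjusted p = 0.00069 and 5.3e-05; for the fibroblast markers the adjusted p = 0.12 with an estimated correlation).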

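Tnf encodes an inflammatory cytokine secreted early after LPS. Its mean was highest in M1 cells at 2 h, and at 96 h it was 17.4 ± 5.41 FPKM in M1 → M0 cells, 103 ± 42.9 in M1 cells and 6.73 ± 0.526 in M0 cells (SD, n = 3, 3 and 4). On the log10 scale of the deposited values, the M1 → M0 level was 37.4% ± 3.95 of the 2 h level and 62.7% ± 6.62 of the 96 h M1 level (SD over 3 libraries). In FPKM it was 0.785% and 16.9% of them. Against 96 h M0 cells the ratio was 258% in FPKM and 141% on the log10 scale, with a log2 fold change of 1.21 that did not pass the test (adjusted p = 0.059 from limma), although each of the 3 libraries lay above the mean of the M0 cells (lowest 178%, highest 338%). Against 0 h M0, where Tnf was 8.57 ± 4.24 FPKM, the log2 fold change was 1.00 (adjusted p = 0.14). Most of the fall from the 2 h level came before the wash: Tnf was 2211 ± 353 FPKM at 2 h and 69.1 ± 8.88 at 24 h in M1 cells, then 54.3 ± 6.96 FPKM 1 h after the wash and 23.3 ± 0.756 after 6 h.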

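Retnla fell by more than an order of magnitude after IL-4 was removed and stayed far above M0 cells. It was 124 ± 53.1 FPKM in 96 h M2 → M0 cells and 0.428 ± 0.525 in 96 h M0 cells (SD, n = 3 and 4; log2 fold change 6.44, standard error 0.62, limma adjusted p = 4.6e-14). Of the 24 h M2 level, the M2 → M0 level was 55.0% ± 4.81 on the log10 scale of the deposited values and 2.12% ± 0.906 in FPKM. It was 5378 ± 122 FPKM 1 h after the wash, 2952 ± 172 after 12 h and 1878 ± 629 after 24 h. In cells kept with IL-4 until 96 h it was 28602 ± 23416 FPKM, with a wide spread between the 3 libraries.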

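After the wash, most genes higher in 24 h M1 cells, and most of those higher in 24 h M2 cells, no longer passed the test against 0 h M0. Of 1078 genes at least 2-fold higher in 24 h M1 than in 0 h M0, 670 (62.2%) did not differ from 0 h M0 in 96 h M1 → M0 cells by limma, 374 (34.7%) were still higher and 34 were lower. Their median log2 fold change went from 1.62 to 0.33, and 111 were still at least 2-fold higher. Against 96 h M0 cells, 741 of them did not differ, 305 were higher and 32 lower. Of 260 genes at least 2-fold higher in 24 h M2, 195 (75%) did not differ from 0 h M0 in 96 h M2 → M0 cells, 59 were higher and 6 lower, and the median went from 1.45 to 0.25; against 96 h M0 cells, 246 (94.6%) did not differ and 14 were higher. A gene that does not pass the test may still differ by less than these libraries can show, and as the genes were chosen by their level at 24 h, smaller values later are expected from chance in part. Of all 5081 genes that differed in 24 h M1, 27.3% also differed in M1 → M0, and 22.6% in the same direction: 765 higher and 382 lower, where independent calls would give 416 and 176. At an unadjusted p below 0.05, the share in the same direction was 31.3%, and simulated data without any effect gave 17.1% because both comparisons use the 0 h M0 libraries. The covariance of the log2 fold changes was 0.341 and the simulated one 0.0236, whereas their correlation, r = 0.489, lay near the simulated 0.482. Of all 2694 genes that differed in 24 h M2, 24.7% also differed in M2 → M0, and 21.9% in the same direction: 324 higher and 267 lower, where independent calls would give 148 and 95.7. At an unadjusted p below 0.05 the share was 30.5% and the simulated one 19.7%. The covariance there was 0.137 (simulated 0.0234), and r = 0.437 lay below the simulated 0.473. The 3 control libraries cannot be split, so part of the excess may come from them. From the return of most marker genes and from the fall in JSD, the paper proposes that most genes raised by polarization do not stay at their highest level without added cytokine and often go back to where they had been before it.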

**Figure 2:**
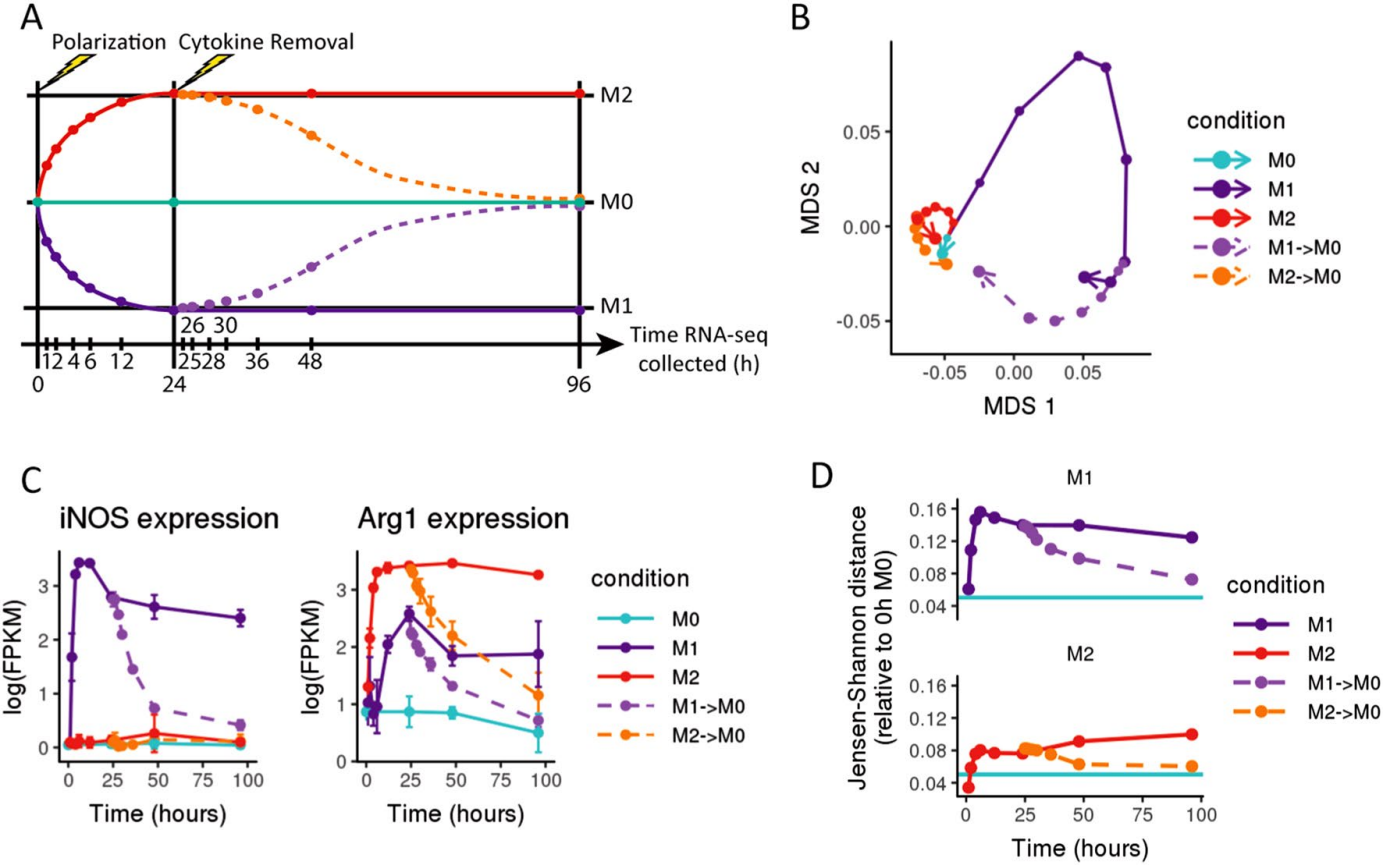
Polarized macrophage phenotypes are transient. (**A**) Schematic of experimental design, where each point represents a collected sample, and each colored trajectory represents a different treatment condition. Murine bone marrow-derived macrophages were treated with cytokines to induce polarization (IFN-γ + LPS for M1, IL-4 for M2); M0 was maintained in base media as an unpolarized control. After 24 h, cells were washed to remove cytokines and then cultured in base media with no polarizing cytokines (n = 3). (**B**) Multidimensional scaling (MDS) plot of RNA-seq expression (averaged across three replicates for each sample); points representing each sample are connected in order of collection, with point size representing the time spent (in hours) in culture. After the removal of polarizing cytokines, the expression profiles of previously polarized macrophages follow trajectories that trend towards the M0 baseline. (**C**) Gene expression in log(FPKM) of *iNOS* (a M1 marker gene) and *Arg1* (a M2 marker gene) over time. While marker gene expression increases with initial polarization, it drops sharply upon the removal of polarizing cytokines and falls to near baseline levels after 72 h in base media. (**D**) Jensen–Shannon distance (JSD) between the RNA expression profiles of polarized and depolarized macrophages compared to the 0 h M0 control. As a baseline for expected global expression differences between samples, the teal line shows the average JSD between all later M0 controls (collected at 24 h, 48 h, and 96 h) and the original 0 h M0 control sample. While JSD initially increases as polarizing macrophages develop distinct mRNA expression profiles and diverge from the unpolarized baseline, removal of polarizing cytokines triggers a reversion towards the baseline.

### Polarized macrophages exposed to new cytokines undergo repolarization to a new phenotype

Given that previously polarized macrophages largely revert to an unpolarized state when external cytokine stimuli are removed, we wished to explore how polarized macrophages would respond when exposed to a new cytokine stimulus. To investigate how macrophages respond to a switch in polarizing cytokines, macrophages which were initially cultured with IFN-γ + LPS to induce an M1 state were washed to remove the original cytokines and then cultured with IL-4, and vice versa (Fig. 3A).

**Figure 3:**
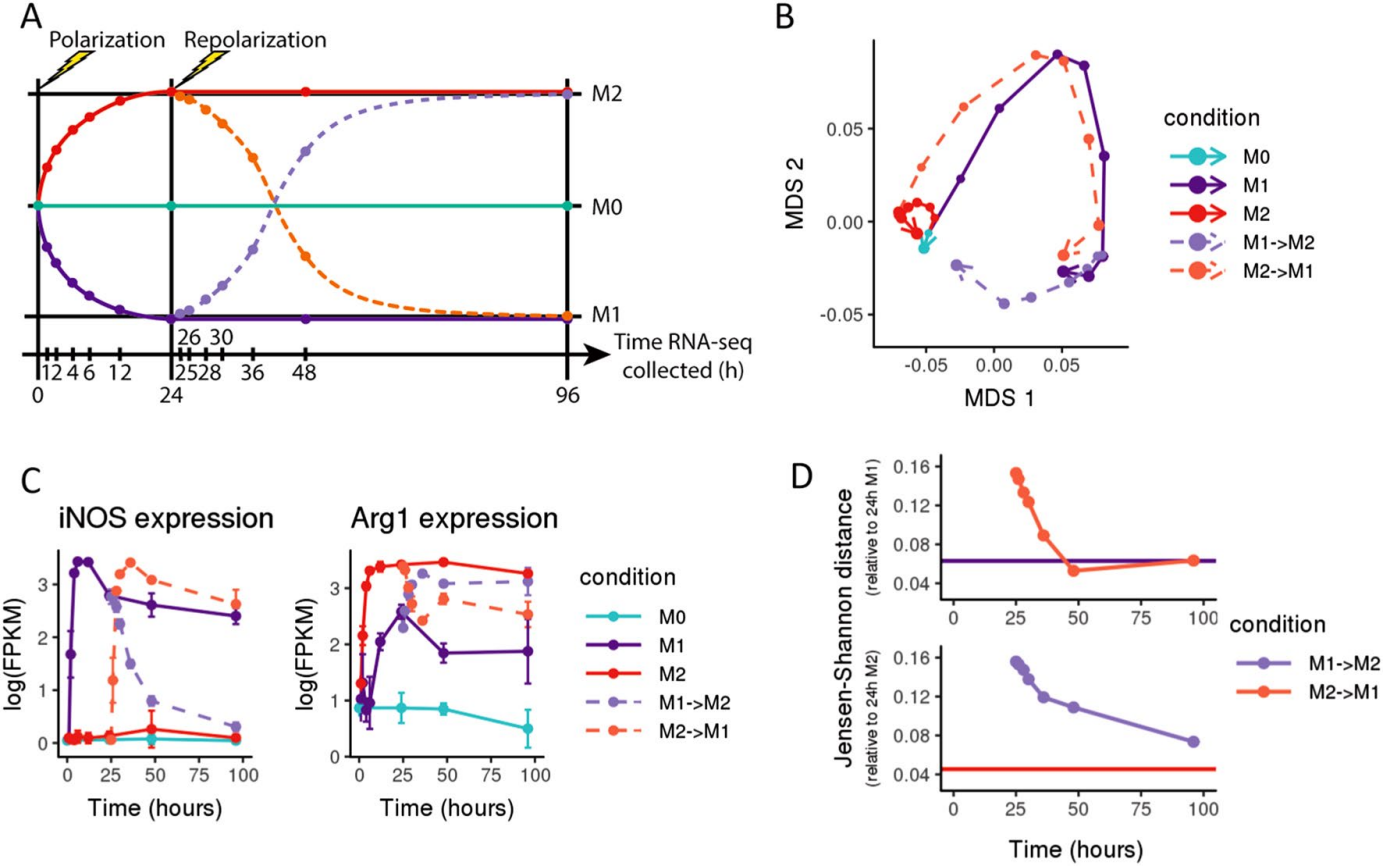
Macrophages convert between polarized states in response to cytokine treatment. (**A**) Schematic of experimental design, where each point represents a collected sample, and each colored trajectory represents a different treatment condition. Murine bone marrow-derived macrophages were treated with cytokines to induce polarization (IFN-γ + LPS for M1, IL-4 for M2); M0 was maintained in base media as an unpolarized control. After 24 h, cells were washed to remove cytokines and then cultured with the alternate set of polarizing cytokines (M1 switched to M2, and vice versa) (n = 3). (**B**) Multidimensional scaling (MDS) plot of RNA-seq expression (averaged across three replicates for each sample); points representing each sample are connected in order of collection, with point size representing the time spent (in hours) in culture. After switching polarizing cytokines, the expression profiles of previously polarized macrophages follow trajectories that trend towards the new polarized state. (**C**) Gene expression in log(FPKM) of *iNOS* (a M1 marker gene) and *Arg1* (a M2 marker gene) over time. Switching the polarizing cytokines induces reduced expression of the previous marker gene and increased expression of the marker associated with the new polarization state. (**D**) Jensen–Shannon distance (JSD) between the RNA expression profiles of M2 → M1 repolarized macrophages compared to 24 h M1-polarized macrophages (top) and M1 → M2 macrophages compared to 24 h M2-polarized macrophages (bottom). As a baseline for expected global expression differences between M1-polarized samples over time, the purple line in the top panel shows the average JSD between both later M1 controls (collected at 48 h and 96 h) and the 24 h M1 sample. Similarly, the red line in the bottom panel shows the average JSD between both later M2 controls (48 h and 96 h) and the 24 h M2 sample. After switching media, the JSD for repolarized macrophages decreases as M1 → M2 macrophages become more similar to M2-polarized macrophages and M2 → M1 macrophages become more similar to M1-polarized macrophages.

Macrophages that experienced a switch in cytokine stimuli adopted a polarized phenotype corresponding to the new cytokine treatment, displaying a similar phenotypic plasticity to the depolarized macrophages. 

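Cells moved from IL-4 to IFN-γ and LPS turned on the M1 genes within hours, and the reverse switch was slower. In M2 → M1 cells the median log2 level of 31 interferon-stimulated genes relative to 0 h M0 was -0.13 ± 0.25 (SD, n = 3) at 25 h, 5.35 ± 0.17 (n = 4) at 28 h and 5.43 ± 0.20 at 96 h. Nos2 was 0.150 ± 0.113 FPKM at 25 h, 756 ± 53.8 at 28 h, 2586 ± 158 at 36 h and 483 ± 312 at 96 h. In M1 → M2 cells the median of 27 IL-4 response genes was -0.20 ± 0.02 at 25 h, 0.50 ± 0.13 at 30 h, 1.16 ± 0.16 at 36 h and 1.1 ± 0.39 at 96 h, while cells that went straight to IL-4 stood at 3.21 ± 0.43 at 96 h. In M1 → M2 cells Nos2 went from 607 ± 207 at 25 h to 1.05 ± 0.39 at 96 h. At 96 h, 31 of 31 interferon-stimulated genes, 14 of 15 M1 effectors and 13 of 13 genes of MHC class I processing were higher in M2 → M1 than in 0 h M0 cells, with the same counts adjusted over the list alone (camera adjusted p = 2.8e-40, 6.1e-07 and 2.1e-14; for the M1 effectors the adjusted p = 0.1 with an estimated correlation). In M1 → M2 cells 16 of 27 IL-4 response genes were higher and 1 lower, as they were adjusted over the list alone (camera adjusted p = 1.2e-06), and 19 of 31 interferon-stimulated genes were higher and 1 lower, 20 and 1 adjusted over the list alone (camera adjusted p = 1.2e-06; adjusted p = 0.4 with an estimated correlation).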

Macrophages first polarized to an M2 state with IL-4, then subsequently repolarized with IFN-γ + LPS to an M1 state exhibit marker gene expression patterns and global transcriptomes typical of M1-polarized macrophages, and vice versa (Fig. 3B,C). 

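At 96 h, 4467 genes differed between M2 → M1 and 0 h M0 cells, 2591 higher and 1876 lower, against 4579 in cells kept in M1 cytokines throughout. Of the latter, 3594 (78.5%) also differed in M2 → M1 cells, 3582 of them (78.2%) in the same direction: 2112 higher in both and 1470 lower in both, where independent calls would give 818 and 442. Both comparisons use the 3 libraries of 0 h M0, which by itself makes them alike. At an unadjusted p below 0.05, the share in the same direction was 79.5%, and 100 simulated data sets without any effect gave 16.5% on average. The log2 fold changes correlated across genes with r = 0.934 (simulated 0.445) and had a covariance of 1.06 (simulated 0.0228). Genes are not independent replicates, so no p is given, and since the 3 control libraries cannot be split, part of the excess may come from them. In cells kept in M1 cytokines to 96 h, 31 of 31 interferon-stimulated genes (camera adjusted p = 4.2e-36), 13 of 13 of MHC class I processing (camera adjusted p = 9.8e-15) and 13 of 15 M1 effectors (camera adjusted p = 2.7e-06; adjusted p = 0.12 with an estimated correlation) were higher than in 0 h M0, with the same counts adjusted over the list alone. There 46 of 49 genes of the G2 and M phases were lower, 47 adjusted over the list alone (camera adjusted p = 3.4e-26; adjusted p = 0.065 with an estimated correlation).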

Of the 4,732 genes differentially expressed between M1-polarized and M0 macrophages, 76% are also differentially expressed between M2 → M1 repolarized macrophages and M0 macrophages (Fig. S1, S6A & S7). In contrast, 1,300 genes are differentially expressed between M1 and M2 → M1 macrophages, and the majority of these DEGs were less than twofold up- or down-regulated (Fig. S6B). 

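Compared directly at 96 h, M2 → M1 and M1 cells differed in 999 genes, 608 higher and 391 lower in M2 → M1, and 84.1% of them by less than 2-fold. Of the 159 that differed by at least 2-fold, 145 were higher in M2 → M1. Genes that respond to IL-4 were among them. Of 27 IL-4 response genes 11 were higher, 12 adjusted over the list alone (camera adjusted p = 6.9e-11): Chi3l3 was 196 ± 14.9 against 6.12 ± 6.34 FPKM (SD, n = 3 each; log2 fold change 5.16, standard error 0.41, limma adjusted p = 8.4e-19), Retnla 109 ± 77.1 against 2.02 ± 2.63 (5.08, adjusted p = 3.4e-09), and Mgl2 and Ear11 had log2 fold changes of 2.71 and 2.52. Of 31 interferon-stimulated genes 11 were higher as well, 17 adjusted over the list alone (camera adjusted p = 1.7e-06; adjusted p = 0.47 with an estimated correlation), by 1.58 for Oasl1 and 1.31 for Isg15, ubiquitin-like modifier of the antiviral response. Of 9 LXR targets 4 were higher, 4 adjusted over the list alone (camera adjusted p = 0.016; adjusted p = 0.32 with an estimated correlation), led by Apoe (2.38), of 5 osteoclast markers 2, Acp5 (1.94) and Ctsk (1.86), 2 adjusted over the list alone (camera adjusted p = 0.022; adjusted p = 0.2 with an estimated correlation), and of 20 ribosomal protein genes 9, 12 adjusted over the list alone (camera adjusted p = 3.9e-07; adjusted p = 0.47 with an estimated correlation). Of 10 NRF2 targets, genes of the antioxidant response, 3 were lower, 6 adjusted over the list alone (camera adjusted p = 0.015; adjusted p = 0.47 with an estimated correlation). None of 18 glycolysis genes passed the test, also when adjusted over the list alone, although the group as a whole was lower (camera adjusted p = 0.0051; adjusted p = 0.62 with an estimated correlation). The libraries of this comparison pair by replicate number, and with the number in the model the count was 1597. It was 496 when at least a 1.5-fold difference was required, 40 with the 2 groups fitted alone and 424 without replicate 2 of M2 → M1, and 490 without replicate 1 of M1.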

In cells previously polarized to M2, canonical M1 genes *Myd88*, *Nfkb1*, and *Tnf* all equilibrated to levels similar to that of cells maintained in M1 conditions throughout the experiment (Fig. S8A).

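Myd88, an adaptor of Toll-like receptor signalling, was 45.6 ± 4.56 FPKM in 96 h M2 → M1 cells and 46.1 ± 7.55 in 96 h M1 cells (SD, n = 3 each; log2 fold change -0.01, standard error 0.16, limma adjusted p = 0.99). Nfkb1, a subunit of the NF-κB transcription factor, was 32 ± 1.12 against 44.6 ± 8.18 FPKM (log2 fold change -0.45, standard error 0.19, adjusted p = 0.11). Tnf was 38.9 ± 13.2 against 103 ± 42.9 FPKM (log2 fold change -1.36, standard error 0.50, adjusted p = 0.058), which is 37.8% of the M1 level in FPKM and 79.5% on the log10 scale of the deposited values. None of the 3 passed the test, which does not show that their levels were equal. Nos2 was 483 ± 312 against 262 ± 85.7 FPKM (log2 fold change 0.74, adjusted p = 0.19).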

Repolarizing M1 macrophages with M2 cytokines revealed a similar pattern: of 3,824 genes differentially expressed between M2-polarized and M0 macrophages, 58% are also differentially expressed between M1 → M2 repolarized macrophages and M0 macrophages, and 2,225 genes are differentially expressed between M2 and M1 → M2 macrophages, with similarly modest fold changes (Fig. S6B). 

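M1 → M2 and M2 cells at 96 h differed more than the reverse pair. The direct comparison gave 1790 genes, 979 higher and 811 lower in M1 → M2, 73.2% of them by less than 2-fold, and 479 by at least 2-fold (246 higher, 233 lower). Of 27 IL-4 response genes 19 were lower in M1 → M2, and adjusted over the list alone 19 were lower and 1 higher (camera adjusted p = 8.7e-23). Ear11 was 2.72 ± 2.15 against 2136 ± 1091 FPKM (SD, n = 3 each; log2 fold change -9.28, standard error 0.35, limma adjusted p = 1.2e-43), and the chemokine Ccl24 had a log2 fold change of -6.99. Of 8 MHC class II genes 7 were lower, 7 adjusted over the list alone (camera adjusted p = 1.6e-15), H2-Eb1 at 2.74 ± 1.62 against 329 ± 357 FPKM. Of 22 genes of cholesterol synthesis 16 were lower, 16 adjusted over the list alone (camera adjusted p = 5.5e-13), such as Hmgcs1 (-1.49) and Insig1 (-1.44), and of 11 stress genes 6, led by Chac1 (-2.52) and Trib3 (-1.93), which respond to amino acid shortage, 6 adjusted over the list alone (camera adjusted p = 0.00034). Interferon-stimulated genes stayed above cells that had never seen M1 cytokines: 25 of 31 were higher, 25 adjusted over the list alone (camera adjusted p = 2.5e-24), Irf7 at 56.1 ± 16.5 against 1.42 ± 0.351 FPKM, and Ccl5 was 370 ± 94.5 against 4.56 ± 4.64. All 5 osteoclast markers were lower, 5 adjusted over the list alone (camera adjusted p = 2.8e-10), Dcstamp by a log2 fold change of -4.39. These libraries pair by number, and with the number in the model the count was 2476; it was 1031 when at least a 1.5-fold difference was required. Of the 3483 genes that differed between 96 h M2 and 0 h M0, 2088 (59.9%) also differed between M1 → M2 and 0 h M0, 57.3% in the same direction: 1180 higher and 817 lower in both, where independent calls would give 465 and 211. At an unadjusted p below 0.05, the share in the same direction was 61.4% and the simulated one without any effect 16.9%; r was 0.708 (simulated 0.462) and the covariance 0.416 (simulated 0.0233).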

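Among genes tied to the M2 state, transcription factors and an effector gene parted ways 72 h after the switch to IL-4. Pparg, a nuclear receptor of lipid metabolism, was 42.5 ± 8.9 FPKM in M1 → M2 and 59.7 ± 11.8 in M2 cells (SD, n = 3 each; log2 fold change -0.48, standard error 0.37, limma adjusted p = 0.4). Stat6, the transcription factor that IL-4 activates, was 71.7 ± 8.49 against 70 ± 5.96 FPKM (log2 fold change 0.03, standard error 0.10, adjusted p = 0.88). Retnla was 91.5 ± 74.8 against 28602 ± 23416 FPKM (log2 fold change -8.83, standard error 0.66, adjusted p = 1.6e-21). This is 0.320% of the M2 level in FPKM and 39.1% on the log10 scale of the deposited values.

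**Figure D3:**
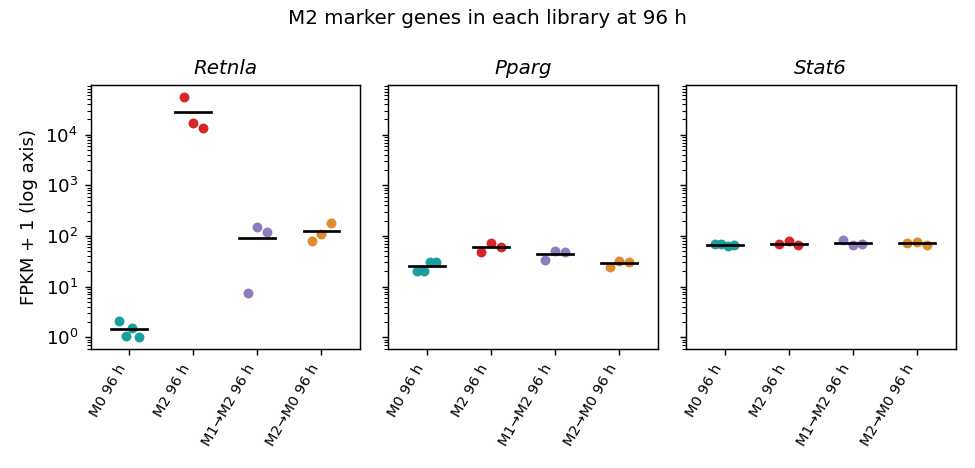
Levels of Retnla, Pparg and Stat6 as FPKM + 1 (log axis) in single libraries of M0, M2, M1 → M2 and M2 → M0 macrophages at 96 h. Points are libraries and bars are means. Retnla lies between M0 and M2 cells in M1 → M2 cells (91.5 against 28602 FPKM in M2), whereas the Stat6 levels overlap.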

72 h after the media switch, M2 marker genes *Pparg*, *Retnla*, and *Stat6* were all expressed at similar levels in M1 → M2 cells compared to macrophages maintained in M2 conditions (Fig. S8B). 

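The JSD between M2 → M1 and 24 h M1 cells was 0.153 ± 0.001 (SD over 3 libraries) at 25 h, 0.124 ± 0.0014 at 30 h, 0.0525 ± 0.0032 at 48 h and 0.0630 ± 0.0017 at 96 h. The later M1 cells lay at 0.0628 ± 0.0089 from 24 h M1, so the M2 → M1 cells had reached that value. Between M1 → M2 and 24 h M2 cells the JSD was 0.156 ± 0.0069 at 25 h, 0.138 at 30 h, 0.119 ± 0.0015 at 36 h, 0.108 ± 0.0036 at 48 h and 0.0735 ± 0.0106 at 96 h, and the later M2 cells lay at 0.0445 ± 0.0118. The later M2 cells lay at 0.0328 at 48 h and at 0.0561 ± 0.0034 at 96 h. The gap at 96 h between M1 → M2 and later M2 cells is larger than either SD, and it is smaller against M2 cells of the same age. Genes behind it include the 260 that were at least 2-fold higher in 24 h M2 than in 0 h M0: in 96 h M1 → M2 cells 132 of them were lower than in 96 h M2, 109 did not differ by limma and 19 were higher, with a median log2 fold change of -0.60. For comparison, of the 1078 genes at least 2-fold higher in 24 h M1, 870 (80.7%) did not differ between M2 → M1 and M1 cells, 188 were higher and 20 lower.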

In terms of JSD, the distance between M2 → M1 repolarized macrophages and 24 h M1-polarized macrophages decreases over time as repolarized macrophages adopt more M1 characteristics; similarly, the distance between M1 → M2 macrophages and 24 h M2-polarized macrophages also decreases over time as those macrophages take on more M2 characteristics, although 72 h was not sufficient to completely adopt the M2 transcriptomic profile (Fig. 3D). 

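The genes induced by the first treatment were also followed after the switch. Of the 260 genes at least 2-fold higher in 24 h M2 than in 0 h M0, 51 (19.6%) were higher and 9 lower in M2 → M1 than in M1 cells at 96 h, and 200 did not differ by limma. Genes at least 2-fold higher in 24 h M1 were higher there about as often, 188 of 1078 (17.4%), with 20 lower. The count of M2 genes past the test therefore does not single out a remnant of IL-4. Larger changes were more frequent among the M2 genes. At least 2-fold higher were 35 of the 260 M2 genes and 72 of the 1078 M1 genes. The median log2 fold changes were 0.25 and 0.16. The list of IL-4 response genes was also higher in this comparison, so a remnant of IL-4 is not excluded. M2 → M1 cells also had 72 h of M1 cytokines and M1 cells 96 h, and no test separates this from the first treatment. Of the 1078 genes at least 2-fold higher in 24 h M1, 362 were higher and 54 lower in M1 → M2 than in M2 cells, and 662 (61.4%) did not differ, with a median log2 fold change of 0.28. After an M1 treatment followed by basic medium or by IL-4, the interferon-stimulated genes had medians of 1.53 ± 0.19 and 0.94 ± 0.26 above 0 h M0 on the log2 scale (SD, n = 3 each), against -0.08 ± 0.20 (n = 4) in cells never treated and 4.68 ± 0.23 in cells kept with M1 cytokines. From the markers, the shared differentially expressed genes and the falling JSD, the paper proposes that macrophage transcriptomes are highly plastic, follow the present signalling environment and keep little memory of an earlier state.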

Taken together, these results suggest that macrophage transcriptomic phenotypes are highly plastic, regulating most genes to reflect their current signaling environment with minimal residual transcriptional “memory”.

### Polarized macrophages exhibit plasticity in chromatin accessibility

Since our RNA-seq data suggested that macrophage transcriptomes transiently reflect the cells’ current environment, we wished to investigate whether macrophage chromatin accessibility would also be similarly plastic. To this end, we collected bulk ATAC-seq data for three conditions: an unpolarized control (0 h M0), a M1-polarized sample (IFN-γ + LPS for 24 h), and a depolarized M1 → M0 sample (IFN-γ + LPS for 24 h, then basic media for 72 h) (Fig. 4A). 

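ATAC-seq marks open chromatin by inserting sequencing adapters into accessible DNA with the Tn5 transposase. There were 3 libraries of each condition, 9 in all. The authors aligned the reads to mm10 with TopHat 2.0.14, removed PCR duplicates with SAMtools 1.9, and called peaks with MACS 2.1.0 on the merged alignments of all libraries, with reads extended to 200 bp after a shift of -100 bp, which centres each on the insertion. They counted the reads of each library in each peak with bedtools, and the deposited file holds these counts for 150203 sites. Because the peaks were called on the merged libraries, every library has a count at every site. Total counts were 9354620, 5004005 and 7365338 in 0 h M0, 3399222, 7917767 and 1730488 in 24 h M1, and 8194529, 7099293 and 6316477 in M1 → M0. Replicate 3 of M1 stood apart: it had the lowest total, no read at 32327 of the 150203 sites, where the other M1 libraries had none at 12520 and 1678, and a score of -354 on the first principal component (45.6% of the variance) against -148 and -91.0 for the other M1 libraries. From there, the 127307 sites with more than 10 normalized counts in at least 1 library were tested with edgeR's quasi-likelihood test after TMM normalization, in one model of the 3 conditions, and sites with a Benjamini-Hochberg adjusted p below 0.05 were called differentially accessible. Sites were placed on the GENCODE vM21 annotation of GRCm38, the assembly of mm10. The choice of test, the threshold and the uneven depth of the M1 libraries could change the counts, and both comparisons with M0 share its 3 libraries. All M0 libraries of ATAC-seq are of 0 h. Differences of M1 → M0 cells, collected at 96 h, from M0 therefore cannot be separated from time in culture.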

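The sites with the largest gains in 24 h M1 over 0 h M0 macrophages include some near interferon-stimulated genes, and those with the largest losses 2 near neutrophil genes. The ATAC-seq data hold no 24 h M0 library, and the RNA of neutrophil markers fell without cytokines too, to a median log2 level of -3.85 in 24 h M0 relative to 0 h M0 (n = 3), so the losses at these 2 sites cannot be assigned to the M1 cytokines. Between M1 and M0 macrophages 41305 of 127307 sites were differentially accessible, 22014 more and 19291 less in M1. The site that gained most, on chromosome 19 from 34576698 to 34578574, is intergenic and lies 5895 bp from the start site of the antiviral gene Ifit3. It had 8.54 ± 2.93 normalized counts in M0 (SD, n = 3), 704 ± 138 in M1 (log2 fold change 6.33, standard error 0.19, edgeR adjusted p = 1.1e-40) and 39.1 ± 10.1 in M1 → M0 (2.17 against M0, adjusted p = 1.4e-08). An intergenic site on chromosome 18 from 60392876 to 60394751, nearest to Iigp1, gained 5.33 on the log2 scale in M1 and 1.72 in M1 → M0. The site that lost most, on chromosome 3 from 90691547 to 90692592, lies 3652 bp from the start site of S100a9, a neutrophil gene, and went from 93.5 ± 21 counts in M0 to 1.08 ± 1.86 in M1 and 5.45 ± 5.23 in M1 → M0 (log2 fold changes -7.38 and -4.07). One nearest to Ngp, another neutrophil gene, on chromosome 9 from 110422724 to 110423942, had log2 fold changes of -5.21 and -3.63. Between M1 → M0 and M0, 25180 sites differed, 13521 more and 11659 less accessible. Of the 41305 M1 sites 13710 (33.2%) were among them, 12971 (31.4%) in the same direction: 7637 more and 5334 less accessible, where independent calls would give 2338 and 1767. The other 27595 did not pass the test in M1 → M0. At an unadjusted p below 0.05, the share in the same direction was 40.0%, and 5 simulated data sets without any effect gave 16.5% because of the shared M0 libraries, which are too few to split, so part of the excess may come from them. With DESeq2 the M1 → M0 count was 12747 and the remaining share 22.0%, and without replicate 1 of M0 the M1 → M0 count was 16475.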

Of 8,749 differentially accessible sites between unpolarized (M0) and M1-polarized macrophages, 47% (4,122 sites) remain differentially accessible between depolarized M1 and M0 macrophages. However, the Jensen–Shannon distance (JSD) between the global chromatin profiles of depolarized M1 macrophages and M0 macrophages was comparable to the JSD between the M0 replicates to one another, suggesting that macrophage chromatin profiles revert to a baseline unpolarized state in the absence of extrinsic stimulation and recapitulating trends seen for the transcriptome (Fig. 4B). 

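The mean JSD over all pairs of libraries, computed in bits from size-factor normalized counts, was 0.238 ± 0.031 between M1 and M0 (SD over 9 pairs) and 0.163 ± 0.011 between M1 → M0 and M0 (9 pairs, 0.151 to 0.180). Between the M0 replicates it was 0.110 ± 0.013 (3 pairs, 0.0952 to 0.119), between the M1 → M0 replicates 0.0993 ± 0.0058 and between the M1 replicates 0.182 ± 0.037. Every M1 → M0 and M0 pair was further apart than every pair of M0 replicates. Without a 96 h M0 library of ATAC-seq, this distance cannot be assigned to the M1 treatment. In RNA, 1134 genes differed between 96 h and 0 h M0. On log10 normalized counts the same distances were 0.189 for M1, 0.105 for M1 → M0 and 0.0873 between M0 replicates. Sites kept in M1 → M0 include one in an intron of Ifi44, an interferon-stimulated gene, on chromosome 3 from 151749492 to 151750170, with 9.01 ± 3.22 normalized counts in M0, 47.3 ± 21.8 in M1 and 52.4 ± 7.29 in M1 → M0, and one in an intron of Mir155hg, host of a microRNA of inflammation, on chromosome 16 from 84708624 to 84708958, with log2 fold changes of 2.32 in M1 and 2.61 in M1 → M0. From the distance to M0 set beside that between M0 replicates, the paper proposes that chromatin goes back to a baseline unpolarized state without stimulation, as the transcriptome does.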

The median (absolute) log-fold change in differentially accessible sites between depolarized M1 macrophages and M0 macrophages (1.03) was also lower than the median log-fold change between M1 macrophages and M0 macrophages (1.42), indicating that both the number of differentially sites and the magnitude of the accessibility differences at these sites are decreasing as macrophages depolarize (Fig. 4C). 

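The absolute log2 fold change had a median of 1.21 over the 41305 sites that differed between M1 and M0 and of 0.88 over the 25180 sites that differed between M1 → M0 and M0. These are not the same sites. At the sites more accessible in M1 the median log2 fold change against M0 went from 1.20 in M1 to 0.51 in M1 → M0, and at the sites less accessible in M1 from -1.22 to -0.41. Since these sites were chosen by the M1 test, smaller values in M1 → M0 are expected in part from the choice, and no value without any effect was computed for these falls. Genes near sites that closed again include Ifit1, with an intergenic site on chromosome 19 from 34652086 to 34653305 that had a log2 fold change of 5.28 in M1 and of -0.45 in M1 → M0 (edgeR adjusted p = 0.61), and Acod1, which makes itaconate, with a site on chromosome 14 from 103057417 to 103057898 that had 5.20 and -0.09 (adjusted p = 0.93). A site that stayed closed lies in an intron of Dgat2, an enzyme of triglyceride synthesis, on chromosome 7 from 99154956 to 99155616, with log2 fold changes of -3.60 in M1 and -3.07 in M1 → M0. Within 500 bp of a start site, a restriction added after the data were seen, the medians were 0.75 and 0.49.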

Finally, the log fold-change of chromatin accessibility between M1-polarized macrophages and M0 macrophages is closely correlated with the log fold-change of accessibility between M1-polarized macrophages and M1 → M0 macrophages, suggesting that the chromatin accessibility profiles of M0 and M1 → M0 macrophages are broadly similar, despite the presence of differentially accessible sites (Fig. 4D). 

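Across the 127307 tested sites, the log2 fold changes of M1 against M0 and of M1 against M1 → M0 correlated with r = 0.749. Sites are not independent replicates, so no p is given, and both comparisons contain the M1 libraries. Simulated data without any effect, with the libraries shared in the same way, gave r = 0.624. The covariance was 0.712 and the simulated one 0.122. Directly compared, M1 and M1 → M0 macrophages differed at 29553 sites, 15821 more accessible in M1 and 13732 less. In introns of D430041D05Rik on chromosome 2 from 104337574 to 104338557 and of Ido2, an enzyme of tryptophan breakdown, on chromosome 8 from 24559128 to 24559697, the log2 fold changes against M0 were 3.64 and 2.88 in M1 and still 2.99 and 2.34 in M1 → M0. Near Mir223, a microRNA of myeloid cells, a site on chromosome X from 96244351 to 96246134 had -3.96 in M1 and -1.78 in M1 → M0.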

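Promoters of interferon-stimulated genes were more accessible in M1, and part of them stayed so in M1 → M0. Of 31 interferon-stimulated genes with a tested site within 500 bp of a start site, 28 were more accessible in M1 than in M0 (28 adjusted over the list alone). In M1 → M0, 12 were more accessible than in M0 and 1, Irf8, less (14 and 1 adjusted over the list alone), and M1 exceeded M1 → M0 at 25 (27 adjusted over the list alone). Their median log2 fold change against M0 was 0.89 in M1 and 0.28 in M1 → M0. At Oasl1, a regulator of the antiviral response, it was 3.41 and 1.57, and at Rsad2 1.26 and 0.83. Of 13 promoters of MHC class I processing genes 10 were more accessible in M1 (11 adjusted over the list alone), and in M1 → M0 none was more and 5 were less accessible than in M0 (1 and 5 adjusted over the list alone). Of 10 MHC class II promoters 4 were more and 1 less accessible in M1 (7 and 2 adjusted over the list alone), and 4 were less accessible in M1 → M0 (4 adjusted over the list alone). Of 12 promoters of M1 effectors 6 were more and 1 less accessible in M1 (7 and 1 adjusted over the list alone), and 2 were more accessible in M1 → M0 (2 adjusted over the list alone), with medians of 0.36 and 0.22. The Nos2 promoter, on chromosome 11 from 78920437 to 78920937, had 15.5 ± 3.54 normalized counts in M0 (SD, n = 3), 88.0 ± 6.44 in M1 (log2 fold change 2.51, standard error 0.23, edgeR adjusted p = 1.6e-14) and 23.9 ± 2.57 in M1 → M0 (0.58, adjusted p = 0.11). The Tnf promoter had log2 fold changes of 0.44 in M1 and -0.68 in M1 → M0. Over all promoter sites the median log2 fold change of M1 → M0 against M0 was -0.12, against -0.005 over all tested sites. The test names single sites and not groups, so no p is given for a list.

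**Figure D4:**
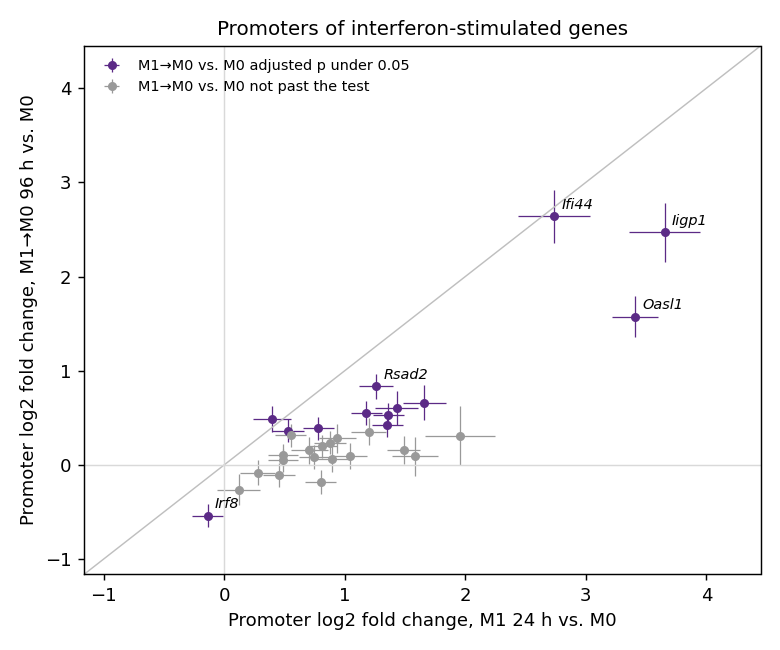
Log2 fold change of promoter accessibility against M0 in M1 (horizontal axis) and in M1 → M0 (vertical axis) for 31 interferon-stimulated genes. Each point is the promoter site of 1 gene, purple where M1 → M0 differed from M0 at an adjusted p below 0.05, and bars are standard errors. Most points lie below the diagonal, along which the values would be equal; Oasl1 lies at 3.41 and 1.57.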

Looking specifically at sites falling within 500 bp of a gene transcription start site, there does exist a subset of gene-associated sites which remain accessible in M1 → M0 macrophages compared to M0. 

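Within 500 bp of a start site, 118 genes had a site at least 4-fold more accessible in M1 than in M0, and 12 in M1 → M0 than in M0, by edgeR at an adjusted p below 0.05. Of these, 7 were common to both: Ifi44, Iigp1, Il23r, F830016B08Rik, Gm15568, Gm27995 and Olfr753-ps1. At random 0.0765 would be common among the 18500 genes with a tested promoter site (one-sided Fisher's exact test, p = 2.77e-13), although the shared M0 libraries favour the overlap. The Iigp1 site, on chromosome 18 from 60375678 to 60376199, had 5.78 ± 2.39 normalized counts in M0 (SD, n = 3), 75.7 ± 5.27 in M1 and 34.0 ± 8.51 in M1 → M0, with log2 fold changes of 3.65 and 2.47. Il23r encodes a subunit of the IL-23 receptor; its site, on chromosome 6 from 67491774 to 67492033, had 0.249 ± 0.43 counts in M0, 13.6 ± 4.09 in M1 and 4.12 ± 1.39 in M1 → M0, few in all. Within 1000 bp of a start site, 25 genes were at least 4-fold more accessible in M1 → M0 and 17 in both.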

Of the 10 genes that are fourfold more accessible in M1 → M0 compared to M0, all 10 are also fourfold more accessible in M1 compared to M0 (in total, 132 genes were fourfold more accessible in M1 versus M0; Fisher’s overlapping *p* value = 2.7e−23). Two of these genes are detectably expressed in the bulk RNA-seq timecourse data, but neither exhibits a pattern of upregulated expression in M1 and M1 → M0 (Fig. S9).

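Adk, which encodes adenosine kinase, and Akap10, an anchor protein of protein kinase A, are the 2 genes of Fig. S9 measured in the bulk RNA-seq. Adk RNA was lower in 24 h M1 than in 0 h M0 (log2 fold change -1.59) and in M1 → M0 cells had a log2 fold change of 0.19 against 0 h M0 (limma adjusted p = 0.55) and of 0.66 against 96 h M0 (adjusted p = 0.00599). Akap10 RNA did not pass the test in 24 h M1, and in M1 → M0 had 0.29 against 0 h M0 (adjusted p = 0.08). Their promoter sites had log2 fold changes of -0.10 and -0.00 in M1, and of -0.53 and -0.34 in M1 → M0 (n = 3 each). The Adk site lies nearest to the start site of another gene, Ap3m1. Changed promoters were counted by the RNA of their genes, without a test between the shares. Of 919 genes at least 2-fold higher in 24 h M1 RNA, 30.9% had a promoter site more accessible in M1, and of 2760 whose RNA did not pass the test 6.67% did. Of 744 at least 2-fold lower, 26.9% had a less accessible site, against 9.78%. In M1 → M0, 29.1% of 117 genes at least 2-fold higher than in 0 h M0 had a more accessible promoter, against 2.39% of 5603 genes that did not pass, and 46.8% of 139 at least 2-fold lower had a less accessible one, against 22.0%.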

**Figure 4:**
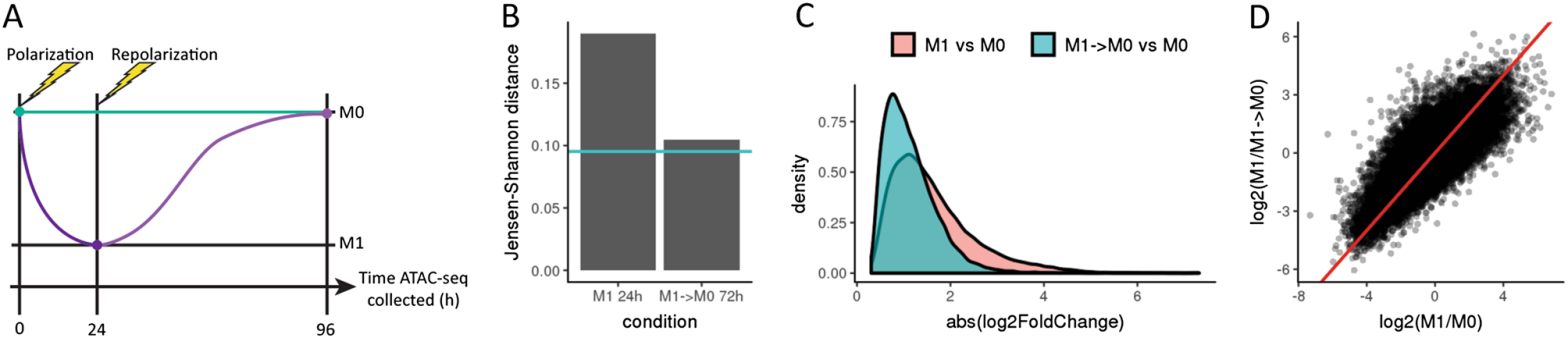
Macrophage chromatin accessibility also reverts to a baseline state when polarizing cytokines are removed. (**A**) Schematic of experimental design, where each point represents a collected sample, and each colored trajectory represents a different treatment condition. Murine bone marrow-derived macrophages were treated with IFN-γ + LPS to induce polarization to M1. After 24 h, cells were washed to remove cytokines and then cultured in base media with no polarizing cytokines for an additional 72 h (n = 3). (**B**) Bar plot depicts Jensen–Shannon distance (JSD) between the ATAC accessibility profiles of polarized and depolarized macrophages compared to the 0 h M0 control. As a baseline for expected global expression differences between samples, the teal line shows the average inter-replicate JSD between the three replicates for the 0 h M0 control sample. JSD values for 24 M1 and 72 h M1 → M0 conditions were computed as the average of JSDs for all unique pairs between the three replicates of each treatment condition and the three replicates of the 0 h M0 control. (**C**) Density plots of log2 fold-change (absolute value) of chromatin accessibility for M1-polarized macrophages and M1 → M0 depolarized macrophages compared to the baseline M0 condition. Median magnitude of log2 fold-change in chromatin accessibility is smaller for the M1 → M0 depolarized macrophages compared to the M1-polarized macrophages. (**D**) Scatterplot comparing log2 fold-change of chromatin accessibility for M1-polarized macrophages versus M0 (x-axis) and M1-polarized macrophages versus M1 → M0 depolarized macrophages (y-axis). The red line (y = x) indicates the expected correlation in the case where M1 → M0 depolarized macrophages are identical to M0 macrophages.

## Discussion

Previous studies have established that macrophages are sensitive to changes in their local microenvironment and display a high level of phenotypic plasticity both in vitro and in vivo^2–4^. However, it has remained unclear whether macrophages’ past polarization history left any memory that could impact subsequent repolarization, and whether macrophages, once polarized, could maintain their polarized phenotype without continued extrinsic signals. In this study, we have performed high-resolution transcriptomic profiling of macrophages through polarization to M1 and M2 and then subsequent repolarization (cytokine switch) and depolarization (removal of all polarizing cytokines). These experiments demonstrated that macrophages’ global molecular phenotypes are primarily dependent on the current microenvironment, with little to no memory of past polarization states. Upon initially polarizing cells with M1- or M2-inducing cytokines, they underwent dramatic transcriptional change, traversing a trajectory characterized by the regulation of thousands of genes. However, these molecular phenotypes were transient; upon removal of extrinsic polarizing cytokines, previously polarized macrophages reverted to a baseline state comparable to the unpolarized control, suggesting that continuous external stimulation is required to maintain a polarized macrophage phenotype. Furthermore, we observed extensive repolarization from both M1 to M2 and M2 to M1, suggesting that macrophages may move freely along the phenotypic spectrum between M1 and M2 states. Analysis of chromatin accessibility profiles for M1-polarized and subsequently depolarized macrophages also shows almost complete reversion to baseline, with little evidence of any lingering chromatin memory of the previous polarization state. Most marker genes classically associated with the M1 and M2 phenotypes were expressed at levels that reflected current rather than past signaling, although there were a few genes that had not equilibrated to the levels observed in cells maintained in M1 or M2 cytokines, consistent with a previous study that looked only at such markers^29^. Regardless, Smith et al*.* concluded that a relatively simple regulatory network comprised of feedforward loops to stabilize the M1 and M2 programs and mutual inhibition between them was insufficient to adequately explain their data. Our observations reinforce that conclusion and suggest that the signals tested here, which are classically associated with M1 and M2 macrophage phenotypes, are not sufficient to push cells into stable molecular “attractor” states.

We designed these experiments to maximize the chance of detecting molecular “hysteresis” by using deep transcriptome sequencing with finely resolved temporal sampling under highly controlled conditions. However, there are several important caveats to this design. First, macrophages were treated with high doses of polarizing cytokines; while high doses were used in order to generate a robust polarization response, they may also be responsible for the rapidness of the observed polarization and the lack of asynchronicity between individual cells. The concerted, rapidly transient response we see here may not accurately reflect the responses of macrophages in vivo, where cells could be exposed to a wide array of (potentially conflicting) signals and over a range of doses. Second, these in vitro experiments exclude many co-stimulatory molecules present in the in vivo milieu that, while not classically associated with M1 or M2 phenotypes, may nevertheless stabilize them. Third, it is possible that longer exposure times or alternate doses of these cytokines might elevate cells above a critical threshold of polarization required for hysteresis. Fourth, bone-marrow derived and tissue resident macrophages vary in their response to inflammatory cytokines, so the results observed in this study may not be applicable to tissue resident macrophages. Finally, macrophage polarization varies across genetic background, and macrophages derived from other mouse strains might exhibit different polarization kinetics and potentially attenuated repolarization^30^.

The transience of polarized macrophage phenotypes has implications for potential therapies that rely on reprogramming macrophages. Stabilizing a desired macrophage phenotype may require that cells be continuously exposed to a particular combination of signals or engineered to constitutively activate pathways downstream of those signals. Maintaining a particular signaling milieu in vivo is likely to be challenging after macrophage transplantation, and engineering cells (e.g. with genome editing) carries risks. Nevertheless, understanding the molecular machinery that endows macrophages with such plasticity remains an important goal. That macrophages are so responsive to their current signaling environment suggests that future efforts to dissect macrophage signaling pathways with tissue- and context-specific cues could be very fruitful, both for basic immunology and for clinical applications.

## Materials and methods

### Mice

Wild-type C57BL/6J 6–10 week old mice were obtained from Jackson Laboratory. All experiments were approved by the Institutional Review Board (IACUC, University of Washington) and were performed in accordance with relevant guidelines and regulations.

### Macrophage cell culture

Mice were killed by cervical dislocation, and bone marrow cells were harvested by flushing femur bones with RPMI-1640. Bone marrow cells were plated at a concentration of 6 × 10^6 cells per 3 cm petri dish, then cultured in a base media of RPMI-1640 with 20% horse serum, 100 U/mL penicillin, 100 μg/mL streptomycin, and 20 ng/mL macrophage colony stimulating factor (MCSF). On day 7, cells were stimulated with 100 ng/mL LPS and 25 ng/mL interferon-γ (IFN-γ) or 25 ng/mL interleukin-4 (IL-4) to induce polarization to M1 or M2 states, respectively, or maintained in base media as a control. For repolarization, bone marrow-derived macrophages (BMDMs) were primed with LPS + IFN-γ or IL-4 for 24 h, washed with PBS, then either treated with the opposing stimulus, maintained in the original stimulus, or returned to base media. Samples were collected for bulk RNA-seq analysis 1 h, 2 h, 4 h, 6 h, 12 h, and 24 h post-treatment for polarization, and 1 h, 2 h, 4 h, 6 h, 12 h, 24 h, and 72 h post-treatment for repolarization. Three biological replicates were collected for the full set of polarization and repolarization conditions. For single cell RNA-seq, a single replicate was collected in which cells were harvested and cultured as described above for a subset of polarization conditions: 0 h M0, 6 h M0, 24 h M0, 6 h M1, 24 h M1, 6 h M2, and 24 h M2. For bulk ATAC-seq, cells were also harvested and cultured as described above for three biological replicates of the following conditions: 0 h M0, 24 h M1, and 72 h M1 → M0.

### Sample collection and library preparation

For bulk RNA-seq, samples were harvested by removing the media, then adding trizol directly to the macrophages in the culture plates. Bulk RNA was isolated from the trizol solution via phenol extraction. cDNA synthesis and enrichment were performed using Illumina TruSeq v2 kits on 500 ng total RNA for each sample. ERCC spike-in RNA (Ambion) was added to the total RNA at a final dilution of 1:5,000 according to the ThermoFisher guidelines (1 μL of 1:100 ERCC dilution added to 500 ng of total RNA in a total volume of 50 μL). The libraries were sequenced on the Illumina NextSeq 500 platform using a v2 75-cycle kit (Read 1: 35 cycles, Read 2: 35 cycles, Index 1: 6 cycles). Bulk ATAC libraries were prepared using the Greenleaf protocol^31^ and sequenced on the Illumina NextSeq 500 platform using a v2 75-cycle kit (Read 1: 35 cycles, Read 2: 35 cycles, Index 1: 10 cycles, Index 2: 10 cycles).

For single cell RNA-seq, samples were collected by removing media, washing with PBS, then incubating with 3 mL cold Versene for 5 min on ice. Macrophages were then harvested by scraping the plates. Single cell RNA-seq libraries were generated using 10X v1 and sequenced on the Illumina NextSeq 500 platform using a v2 75-cycle kit (Read1: 98 cycles, Read 2: 10 cycles, Index 1: 14 cycles, Index 2: 8 cycles).

### Read alignments and construction of the expression matrices

Base calls were converted to fastq format and demultiplexed using Illumina’s bcl2fastq/2.16.0.10. Demultiplexed reads were aligned to the mouse reference genome (mm10) using Tophat v2.0.14 with default settings^32^. For the RNA-seq data, aligned reads were quantified using Cuffquant v2.2.2, and then a normalized gene expression matrix was generated using Cuffnorm v2.2.2^28,33–35^. For the ATAC-seq data, PCR duplicates were removed using Samtools v1.9^36^, and data from all alignment files were merged into a single file for peak calling using MACS v2.1.0 (parameters: --nomodel --keep-dup all --extsize 200 --shift -100 -B --SPMR --call-summits) to generate a master list of peaks observed in the experiment^37^. A peak count matrix was calculated by using Bedtools v2.28.0^38^ to compute the intersection between each sample’s aligned reads and the master list of peaks. Expression matrices for the single cell data were generated using the 10X Cell Ranger pipeline (10X Genomics).

### RNA-seq analysis

The normalized gene expression matrix was loaded into R (v3.4.0)^39^ and filtered to include only genes with at least 10 FPKM in at least 1 sample. Multidimensional scaling coordinates were computed based on the average expression values (mean across three replicates) for each sample. Jensen–Shannon distances (JSDs) were computed between each treatment condition and the 0 h M0 control using proxy v0.4-17^39^. Differential gene expression was calculated using Cuffdiff v2.2.2^35^.

For the single cell data, the normalized gene expression matrix was loaded into R (v3.5.2)^39^ and analyzed using Monocle 3 beta (v0.1.2)^40,41^. To generate the UMAP plot, data normalization and preprocessing were run with the default parameter settings, dimensionality reduction and cell clustering were run using the UMAP reduction method option^42^, and graph learning was run using learn_graph_control = list(ncenter = 1,000) and default settings otherwise. Proliferation scores were computed as log10(aggregate_marker_expression), where aggregate marker expression was calculated as the sum of size factor-corrected expression for a panel of cell proliferation marker genes (listed in Fig. S3C). Figures were generated using ggplot2^43^.

### ATAC-seq analysis

The raw peak count was loaded into R (v3.4.0)^39^ and normalized using DESeq2 v1.10.1^44^, then filtered to include only peaks with greater than 10 counts in at least 1 sample. Differentially accessible peaks were also calculated using DESeq2. Sites were considered to be associated with a gene if they were located within 500 bp of a gene’s transcription start site. Using proxy v0.4-17^39^, Jensen–Shannon distances (JSDs) were calculated between the three replicates of the baseline condition (0 h M0) and between each of the replicates for each of the treatment conditions (24 h M1 and 72 h M1 → M0) and each of the 0 h M0 replicates. Final JSD values for each treatment condition were computed as the average of JSDs for all unique pairs between the three replicates of each treatment condition and the three replicates of the 0 h M0 control. Figures were generated using ggplot2^43^.

## Supplementary information

Supplementary figures

## Data Availability

Data generated during the current study will be available upon publication in GEO.

# Supplementary material for: Trajectory analysis quantifies transcriptional plasticity during macrophage polarization
**Source:** Sci Rep. 2020 Jul 23;10:12273. doi: 10.1038/s41598-020-68766-w
**Supplement:** Supplementary file 1 — Supplementary figures

## **Trajectory analysis quantifies transcriptional plasticity during macrophage polarization**

Serena X. Liu<sup>1</sup>, Heather H. Gustafson<sup>2\*\*</sup>, Dana L. Jackson<sup>1</sup>, Suzie H. Pun<sup>2,3</sup>, and Cole Trapnell<sup>1\*</sup>

### **Author Information:**

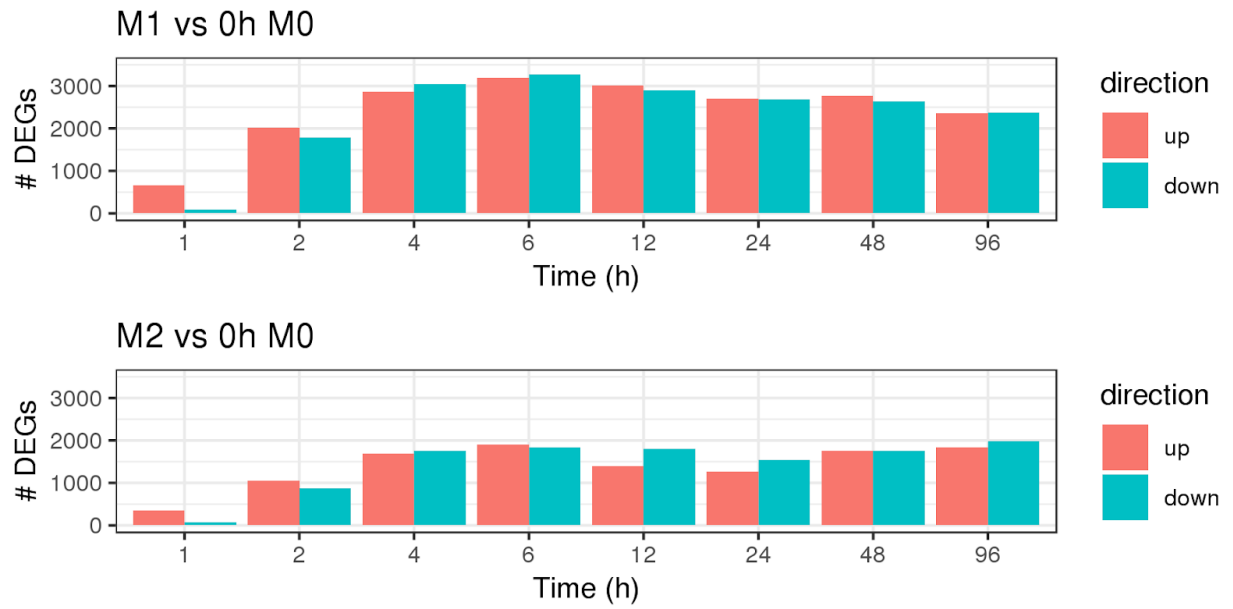

**Supplementary Fig. 1. Differentially expressed genes for M1 and M2 compared to 0h M0.** Bar plot of the number of differentially expressed genes (up-regulated and down-regulated) with q-value < 0.05 for each M1 and M2 timepoint compared to the 0h M0 condition (n = 3).

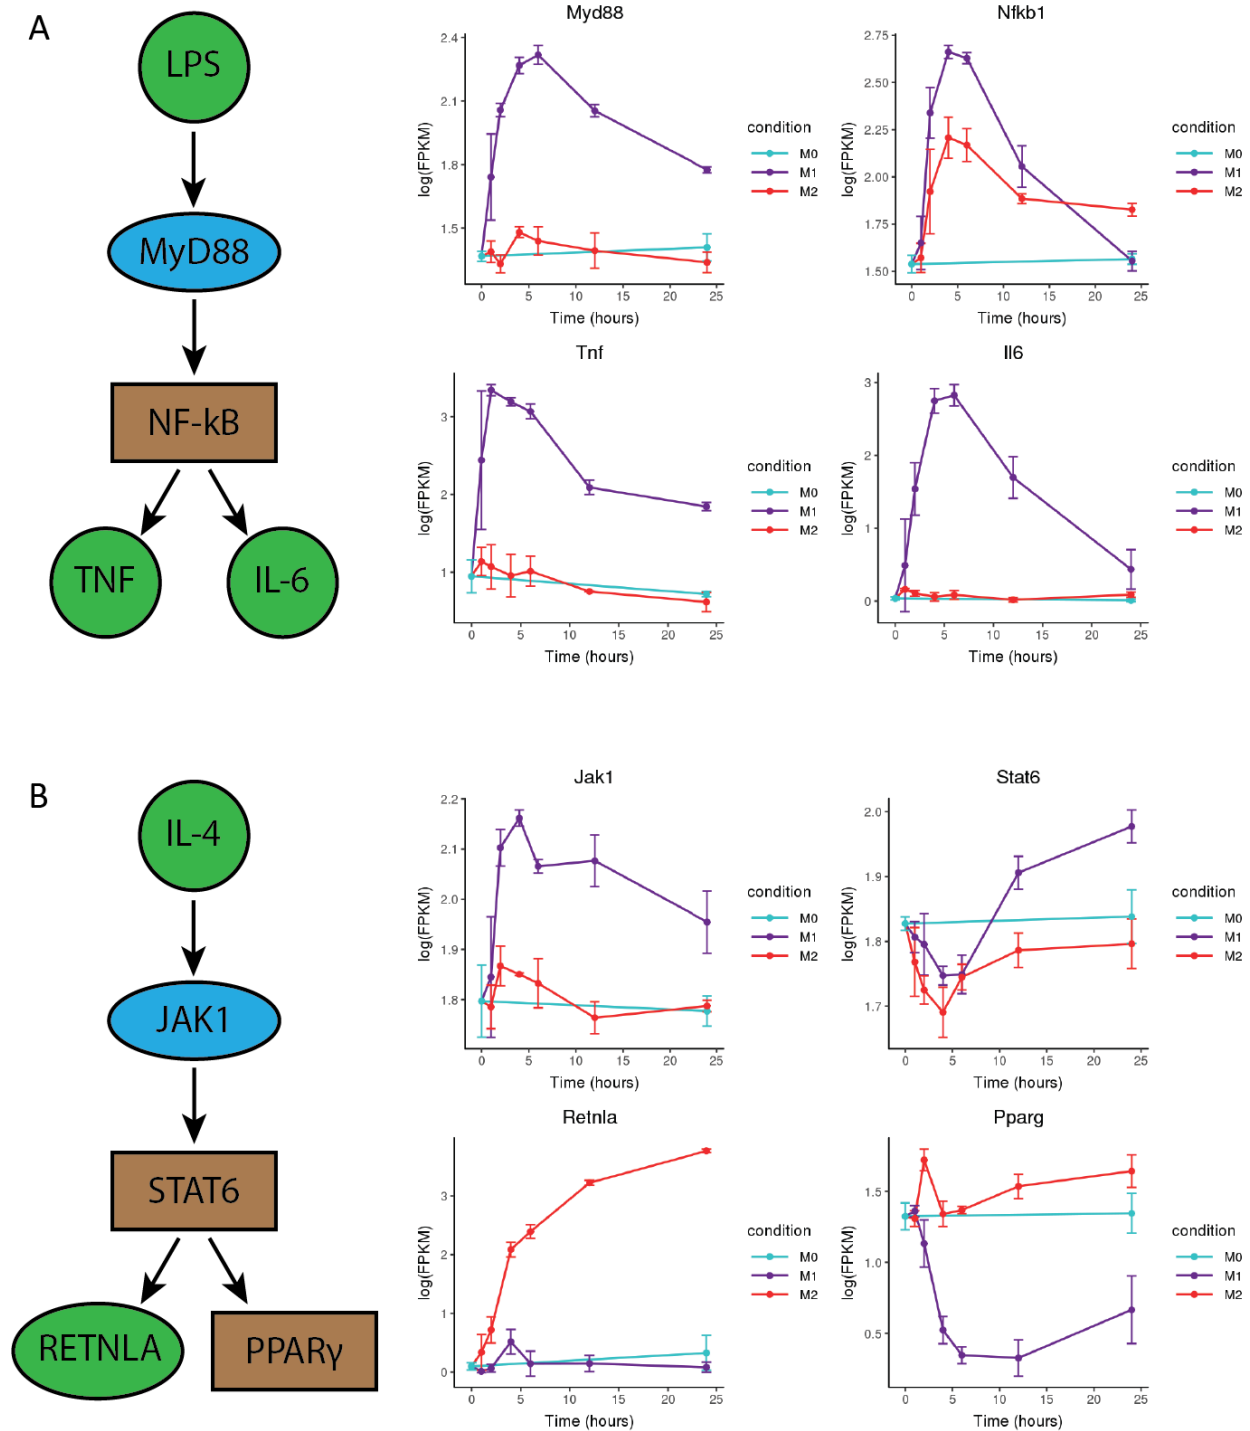

**Supplementary Fig. 2. Gene expression of key M1 and M2 marker genes during polarization.** A) Schematic of a simplified M1 polarization signaling pathway, highlighting key marker genes (left) and plots of the expression of these marker genes over time during macrophage polarization (right). B) Schematic of a simplified M2 polarization signaling pathway, highlighting key marker genes (left) and plots of the expression of these markers over time during macrophage polarization (right). Some genes, such as *Nfkb1* and *Jak1*, are active in both M1 and M2 polarization, leading to some overlap in expression patterns. Three biological replicates were analyzed for each timepoint.

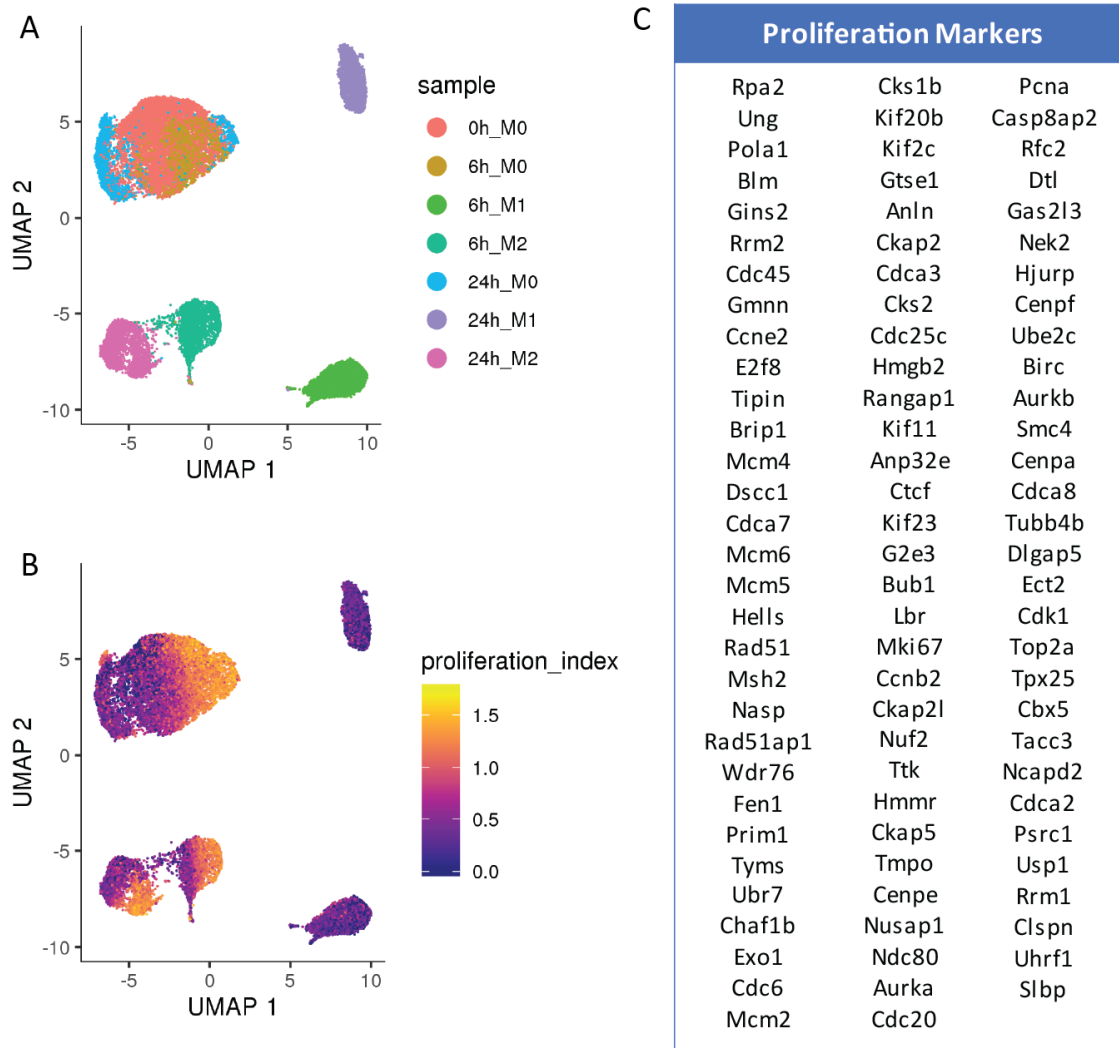

**Supplementary Fig. 3. *In vitro* polarized macrophages display distinct M1 and M2 phenotypes and synchronous progression.** Murine bone marrow-derived macrophages were treated with cytokines to induce polarization (IFN- $\gamma$  + LPS for M1, IL-4 for M2); M0 was maintained in base media as an unpolarized control ( $n = 1$ ). A) Macrophages treated with IFN- $\gamma$  + LPS (M1) and IL-4 (M2) follow distinct polarization trajectories. M1- and M2-polarized macrophages also form distinct clusters by timepoint, showing very little intermixing. B) Cultured BMDMs exhibit low expression of proliferation markers; expression in M1-polarized macrophages is particularly low. Proliferation index is computed as  $\log_{10}(\text{aggregate\_proliferation\_marker\_expression})$ , where aggregate marker expression is calculated as the sum of size factor-corrected marker gene expression for each cell. C) List of the proliferation markers used to compute the proliferation index.

A

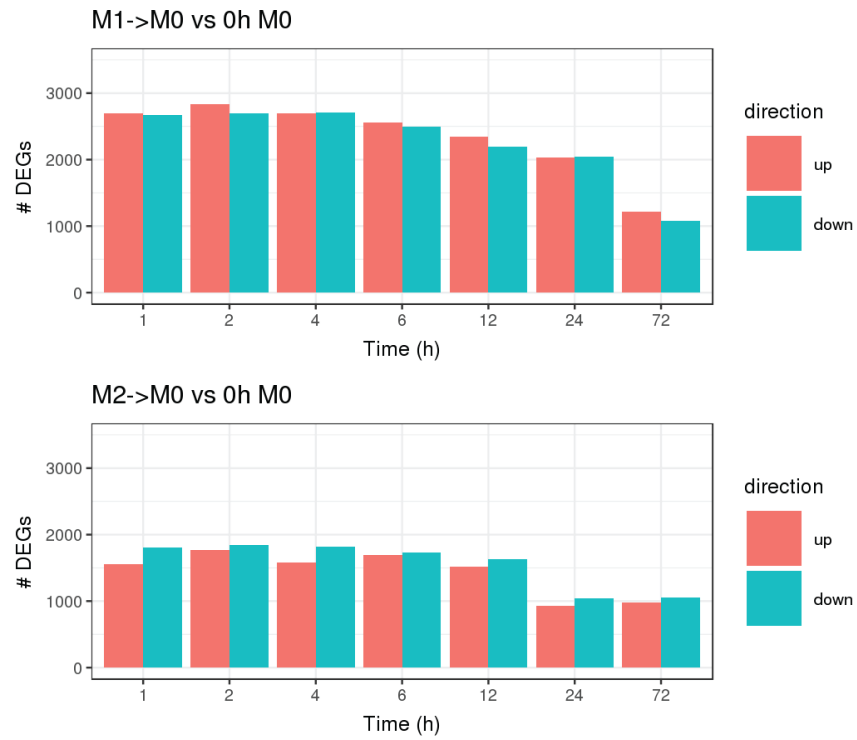

B

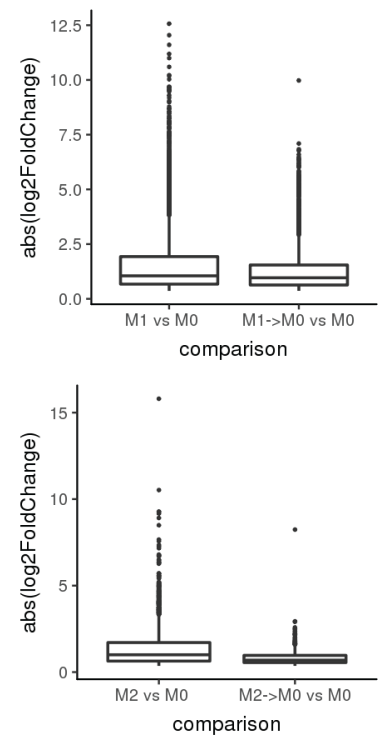

**Supplementary Fig. 4. Differentially expressed genes for M1→M0 and M2→M0 compared to 0h M0 and 96h M0.** A) Bar plot of the number of differentially expressed genes (up-regulated and down-regulated) with q-value < 0.05 for each M1→M0 and M2→M0 timepoint compared to the 0h M0 condition (n = 3). B) Box plots of the absolute log2 fold change in gene expression of 96h M1 and 72h M1→M0 compared to 96h M0 (top) and 96h M2 and 72h M2→M0 compared to 96h M0 (bottom).

A

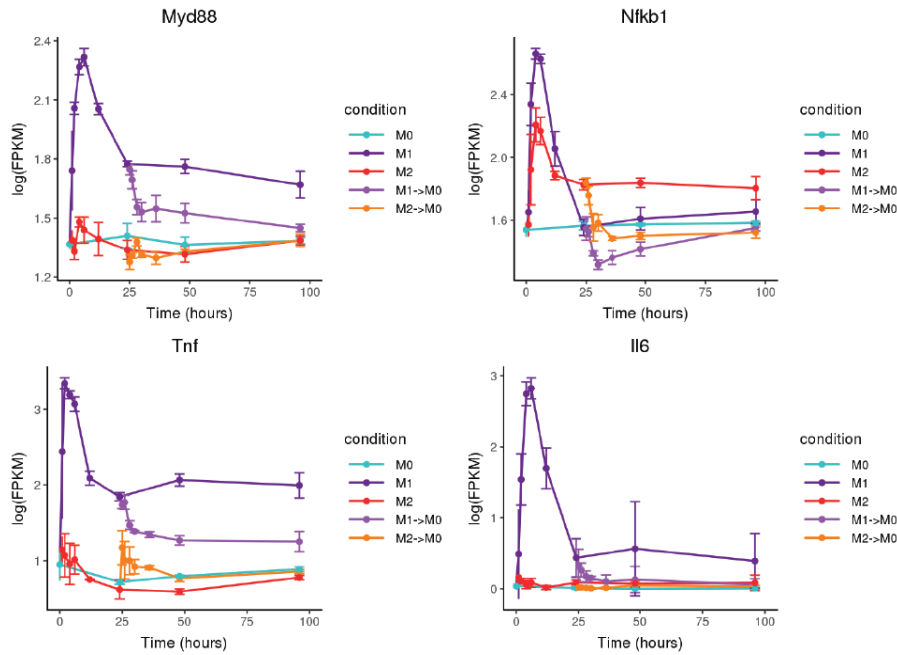

B

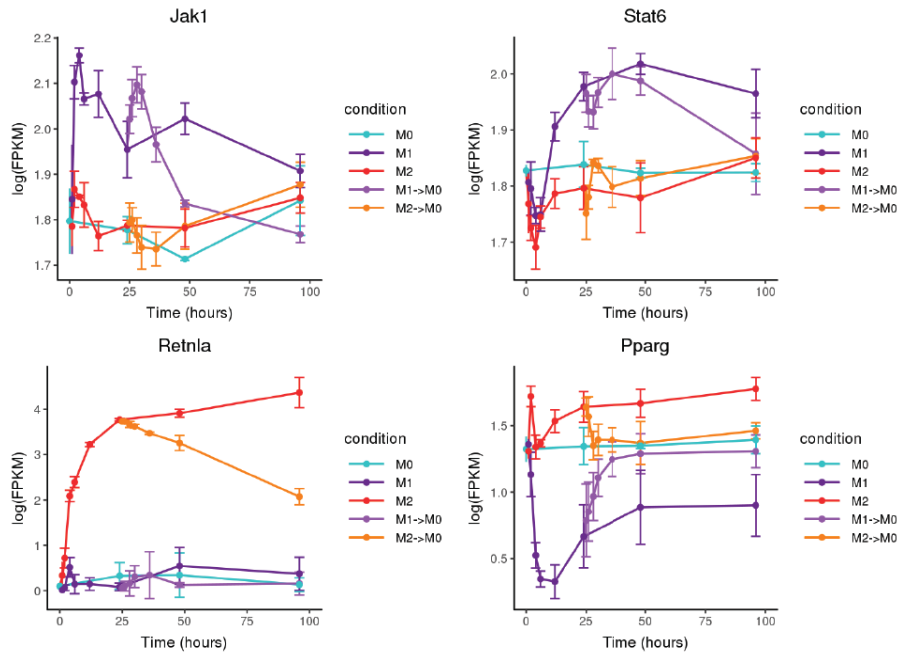

**Supplementary Fig. 5. Gene expression of key M1 and M2 marker genes during polarization and depolarization.** A) Plots of the expression of M1 marker genes over time during macrophage polarization and subsequent depolarization ( $n = 3$ ). B) Plots of the expression of M2 marker genes over time during macrophage polarization and subsequent depolarization ( $n = 3$ ). Some genes, such as *Nfkb1* and *Jak1*, are active in both M1 and M2 polarization, leading to some overlap in expression patterns.

A

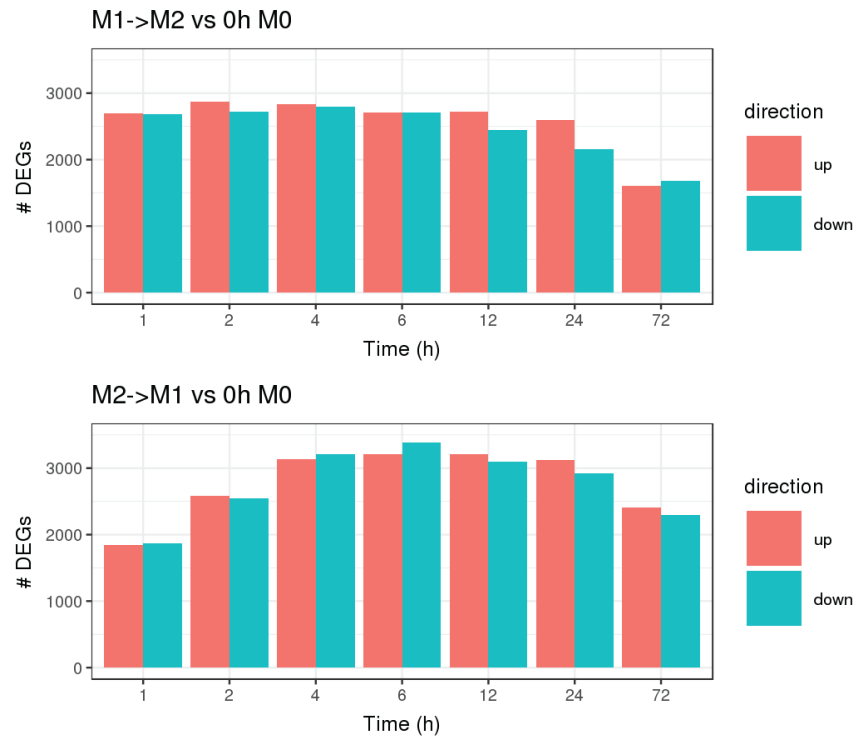

B

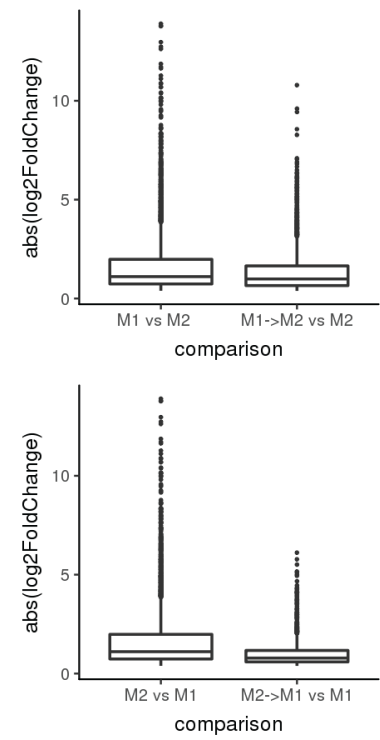

**Supplementary Fig. 6. Differentially expressed genes for M1→M2 and M2→M1 compared to 0h M0 and 96h M1 and M2.** A) Bar plot of the number of differentially expressed genes (up-regulated and down-regulated) with q-value < 0.05 for each M1→M2 and M2→M1 timepoint compared to the 0h M0 condition (n = 3). B) Box plots of the absolute log<sub>2</sub> fold change in gene expression of 96h M1 and 72h M1→M2 compared to 96h M2 (top) and 96h M2 and 72h M2→M1 compared to 96h M1 (bottom).

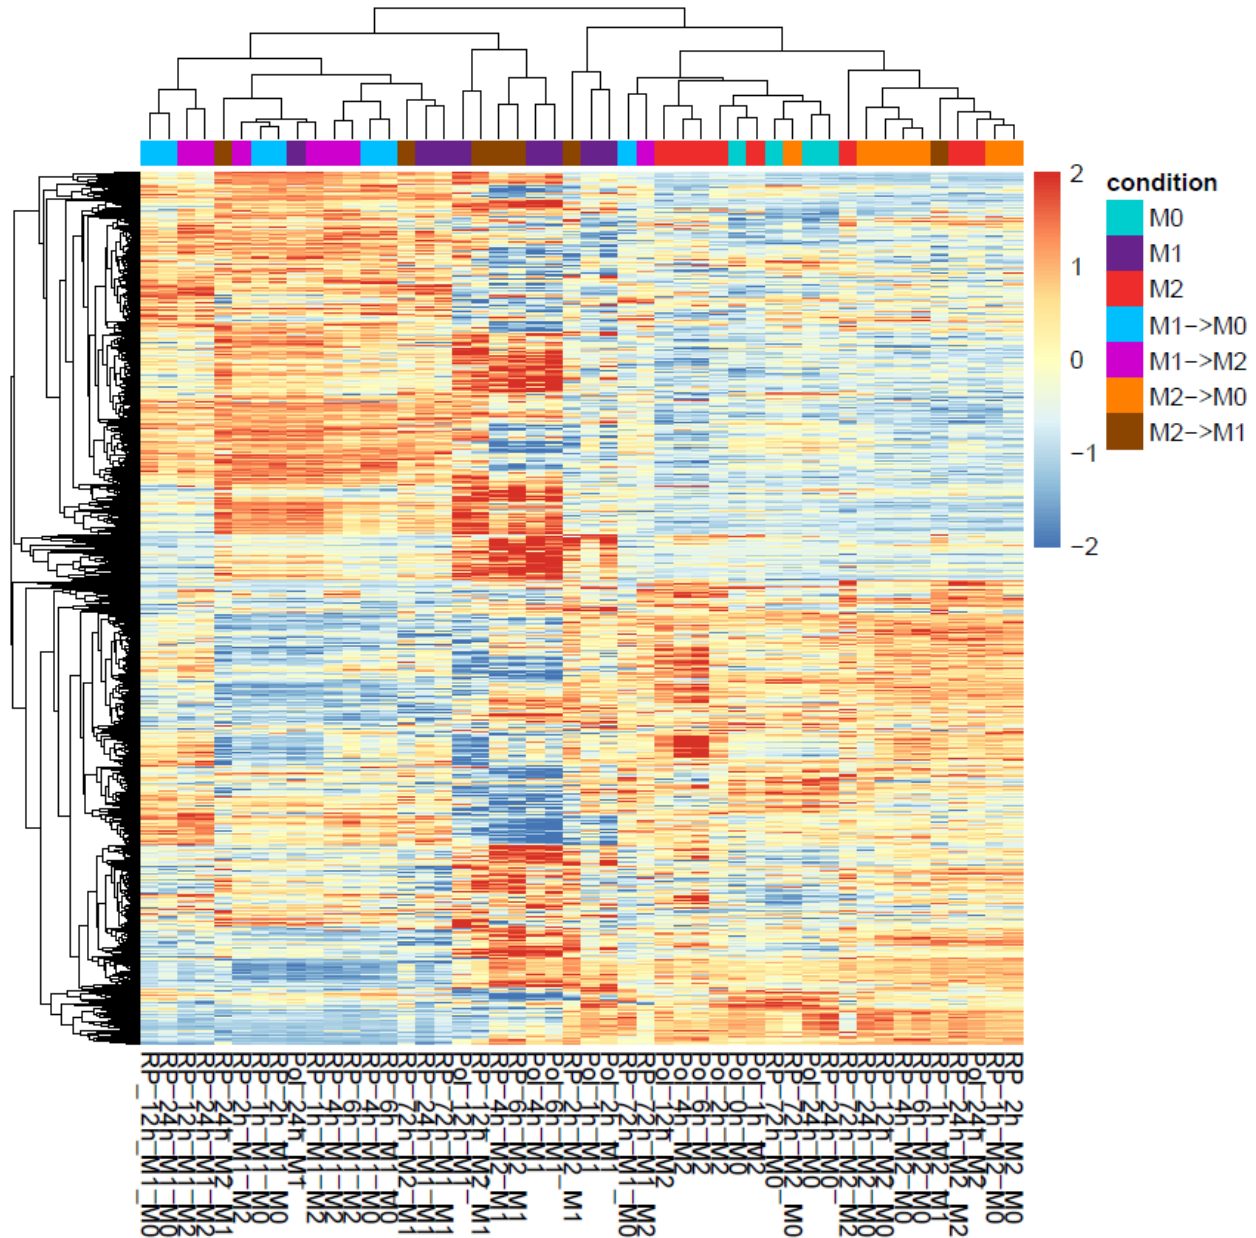

**Supplementary Fig. 7. Heatmap of differentially expressed genes.** Heatmap of genes differentially expressed between at least one condition and 0h M0 condition with  $q$ -value  $< 0.05$ , and expressed at a level of  $\geq 10$  FPKM in at least one sample ( $n = 7,460$ ). Rows and columns are clustered using Jensen-Shannon distance, and the heatmap is colored by row z-score. Each heatmap column represents the mean expression across three biological replicates for a sample. Sample labels are structured as follows: <experiment stage>\_<time since stimulation>\_<polarization condition>\_<repolarization condition>. Experiment stage is either “Pol” (first 24h of polarization) or “RP” (subsequent 72h after media switch). Time since stimulation refers to hours since the last cytokine stimulation (either initial polarization or media switch). Polarization condition describes the cytokine treatment for the first 24h of polarization, while repolarization condition (where applicable) describes the cytokine treatment after the media switch. The color coding categorizes samples by the overall polarization/repolarization trajectory.

A

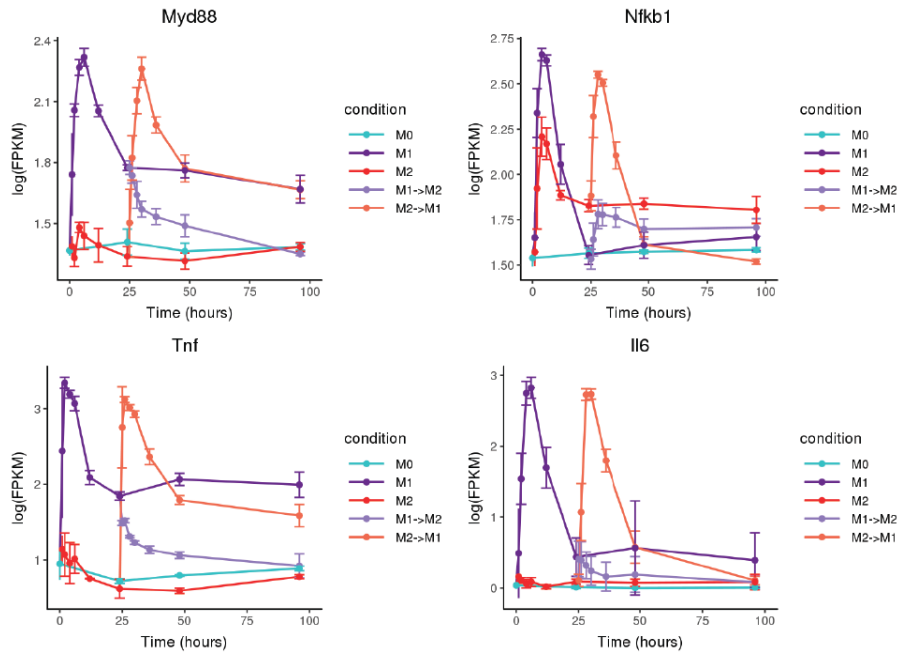

B

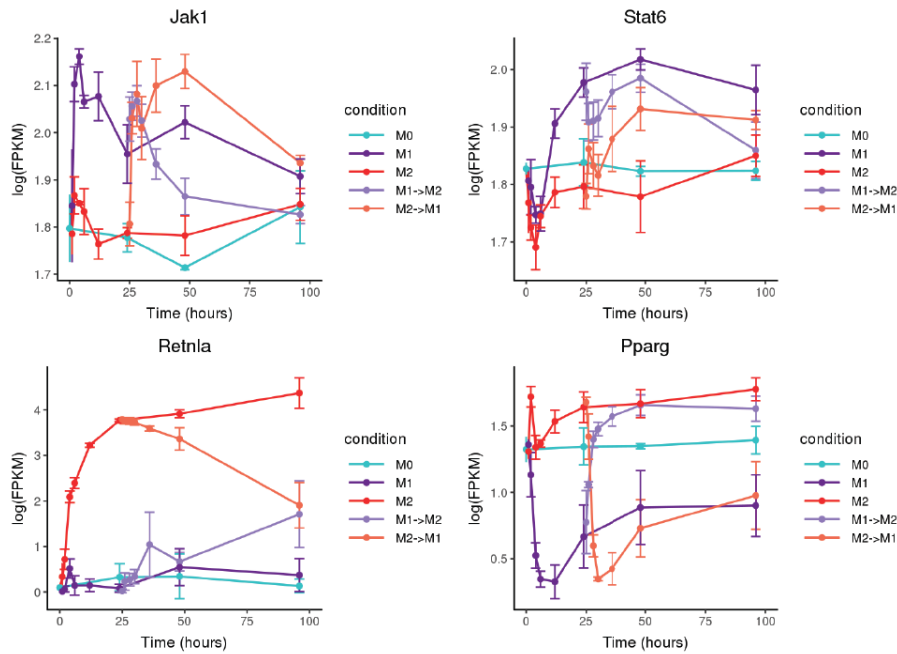

**Supplementary Fig. 8. Gene expression of key M1 and M2 marker genes during polarization and repolarization.** A) Plots of the expression of M1 marker genes over time during macrophage polarization and subsequent repolarization ( $n = 3$ ). B) Plots of the expression of M2 marker genes over time during macrophage polarization and subsequent repolarization ( $n = 3$ ). Some genes, such as *Nfkb1* and *Jak1*, are active in both M1 and M2 polarization, leading to some overlap in expression patterns.

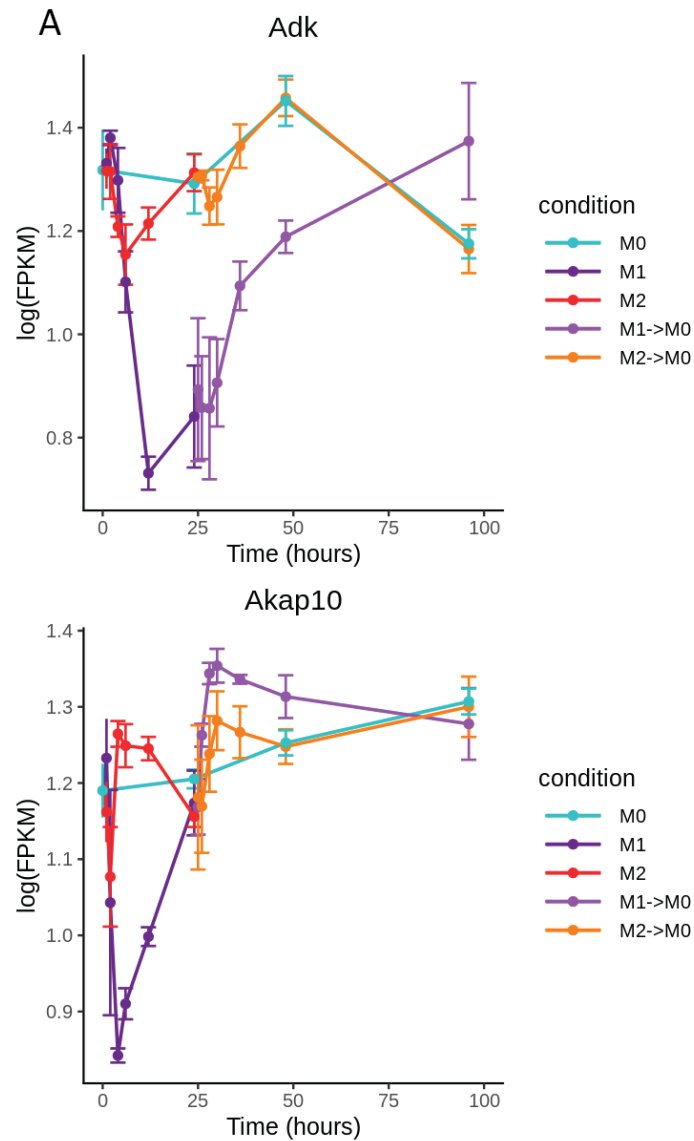

**B**

| M1->M0 vs M0<br>(4-fold more accessible) |
|------------------------------------------|
| Gm38256                                  |
| Akap10                                   |
| Adk                                      |
| Zfpm                                     |
| 2Spats2l                                 |
| Gramd1c                                  |
| Prkg1                                    |
| Garnl3                                   |
| Gm43302                                  |
| Nr3c2                                    |

**Supplementary Fig. 9. Differentially accessible genes between M1→M0 and M0.** Sites which were significantly more accessible in M1→M0 compared to M0 ( $q < 0.05$ ) were further filtered to identify sites which were located within 500bp of a gene transcription start site and which exhibited at least a four-fold change in accessibility. A) Plots of gene expression vs. time for the genes which were linked to four-fold differentially accessible sites and also detected in the bulk RNA-seq timecourse data ( $n = 3$ ). B) Full list of genes linked to sites which were four-fold more accessible in M1→M0 compared to M0. All 10 genes listed were also linked to sites which were four-fold more accessible in M1 compared to M0.

How the deposited data were processed for this re-analysis (not part of the article)

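Bulk RNA-seq, single-cell RNA-seq and ATAC-seq of mouse bone marrow-derived macrophages were used. For bulk RNA-seq, the authors aligned reads with TopHat 2.0.14, computed FPKM with Cuffquant and Cuffnorm 2.2.2, and deposited one matrix of log10 values, log10(FPKM + 1), for 145 libraries. For single cells, the authors ran Cell Ranger and deposited a UMI count matrix for each of 7 libraries, with barcodes already selected. For ATAC-seq, the authors deposited a count of reads for each of 9 libraries at each merged peak, with duplicates removed. Reads were not realigned. Conditions were taken from the sample labels, and every library whose label gave a condition was used.

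Bulk values were rescaled from log10 to log2 and fitted with limma 3.58.1 in R 4.3.3, with a mean for each of the 48 conditions and a mean-variance trend. Tests were two-sided, and a Benjamini-Hochberg adjusted p below 0.05 was required. The paper used Cuffdiff, which needs the reads. Its filter, 10 FPKM in at least 1 library, removed none of the 8307 genes, since the matrix holds only such genes, so the looser filters planned as alternatives change nothing. Of these genes 8214 differed from 0 h M0 in at least 1 of the other 47 conditions and 93 in none. The Jensen-Shannon distance (JSD) is the square root of the divergence in bits between profiles scaled to sum to 1, from mean log10 values for RNA and from pairs of libraries for ATAC-seq. On simulated data, in which 50 genes were changed at each size, the comparison of M1 → M0 with 0 h M0 found 52% of genes changed by 0.585 on the log2 scale, 88% at 1, 98% at 2 and 98% at 3, with 10 false calls. A change of 1.5-fold is therefore often missed with 3 libraries.

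ATAC-seq sites were tested with edgeR 4.0.16 (quasi-likelihood, TMM normalization), with DESeq2 1.42.0 as an alternative. The authors used DESeq2 1.10.1 for this step. On simulated data 39% of sites changed by 1 on the log2 scale and 70% of those changed by 2 were found, and 96.8% and 100% of those with a mean of at least 50 counts, with 5 false calls. Sites were assigned to genes from GENCODE vM21, read with data.table 1.17.8. Of the 150203 sites 149955 lie on its chromosomes. The ends were compared for 149953 sites on 21 chromosomes, and none lay beyond the end of the assembly.

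Single cells were analysed with scanpy 1.11.5, anndata 0.12.19 and leidenalg 0.10.2 in Python 3.11.15, with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. The authors used Monocle 3 beta 0.1.2. In simulated libraries of 1600 cells in all, 49.95% of neighbours came from the same library when no gene differed and 93.8% when 200 genes differed 2-fold.

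Gene lists were written beforehand from general knowledge: 18 of pathways and 10 of markers of cell types that a bone marrow culture may hold. No member of the lists of T and NK cells, of erythroid cells or of mast cells is among the 8307 genes. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated one, and p values were adjusted over the lists of a comparison. Of 315 tests of a list in a comparison 157 passed, 44 of these also with the estimated correlation and 150 also with the replicate number in the model.

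Results of lists in 24 h M2 against 0 h M0 that the text does not give elsewhere were as follows. Of 10 NRF2 targets 2 fell (camera adjusted p = 0.032; adjusted p = 0.5 with an estimated correlation). Of 8 MHC class II genes 4 rose (camera adjusted p = 0.06), of 13 of MHC class I processing 3 rose and 1 fell (0.36), of 18 glycolysis genes 1 rose and 3 fell (0.48), of 20 inflammatory genes 3 rose and 1 fell (0.7), of 15 M1 effectors 1 rose and 5 fell (0.36), of 16 negative feedback genes 3 rose and 7 fell (0.27), of 24 lysosome genes 7 rose (0.11), of 11 stress genes 4 rose (0.11), and of 9 LXR targets 2 rose and 3 fell (0.18). The measured dendritic cell marker and the B cell marker fell, the endothelial marker rose, and both megakaryocyte markers fell. In 24 h M1 the dendritic cell and endothelial markers did not pass the test.

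Genes are named by rules set beforehand. They are every gene the paper names; for each comparison the 6 largest positive and the 6 largest negative log2 fold changes among genes past the test with a mean of at least 20 FPKM in 1 group and no overlap between the libraries of the groups, without predicted genes; up to 4 examples of each list with the largest change; up to 2 members of a list that went against its majority; and the 5 sites that gained and the 5 that lost most with a mean of at least 50 normalized counts in 1 group. The text gives a part of them, and results of some genes are not reported here.

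Replicate numbers in the labels were checked for pairing by correlating the deviations of same-numbered libraries from their condition means. All pairs exceeded 0.1 for 24 h M1 against 0 h M0 (0.134 to 0.493), 24 h M2 against 0 h M0 (0.403 to 0.540), M2 → M1 against M1 (0.310 to 0.682) and M1 → M2 against M2 (0.159 to 0.399), so the numbers were taken as pairing these libraries, from the data and not from a statement of the design. In the other comparisons checked, at least 1 pair fell below 0.1, and in ATAC-seq all did, so the numbers were not taken as pairing. This does not mean that no shift goes with the number. In RNA, replicate 1 had the highest score on the first residual component in 45 of 48 conditions. Pairing was not checked for M1 → M0 against M2 → M0 at 96 h.

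Comparisons that share control libraries were set beside simulated data without any effect, 100 sets for RNA and 5 for ATAC-seq. Alternatives covered normalization, the added constant, the libraries in the fit, the replicate block, the size of change required, the scale of the JSD, DESeq2, filters of sites and cells, and leaving out each library in turn. The Cuffdiff and Monocle steps were not run.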

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

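S100a9 and the small cluster of single cells were picked after their values had been seen, and the test on macrophage genes was also chosen after the result.

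In the 2 conditions with 4 libraries, each gene list was searched for a library far from the other 3, which chance alone would give in about 1 of 20 of the 50 tests. It turned up 2. The median log2 level of the lysosome genes was 6.54 in replicate 4 of 96 h M0 against a mean of 7.58 in the others (0.920 of the whole range lies between it and the nearest), and that of the IL-4 response genes was 5.53 in replicate 4 of M2 → M1 at 28 h against 5.22 (0.891 of the range).

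S100a9, a gene of neutrophils that the paper does not discuss, went from 852 ± 459 FPKM in 0 h M0 to 2.07 ± 1.6 in 96 h M0 (SD, n = 3 and 4; log2 fold change -8.07, limma adjusted p = 5.7e-10). Among the single cells, 65 formed a cluster led by Ccl17, Cd209a and genes of MHC class II, which dendritic cells express too, and 25 of them came from 0 h M0.

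After the same wash, M1 → M0 and M2 → M0 cells still differed from each other at 96 h in 1770 genes, and interferon-stimulated genes stood above 96 h M0 in M1 → M0 cells alone of the 2. The tables argue against a single library behind this, since the lowest of the 3 library medians lay 1.33 above the mean of 96 h M0, and against scaling, since the median log2 fold change was 1.66 after quantile normalization. Markers of other cells were lower in M1 → M0 than in 96 h M0 cells, with log2 fold changes of -4.29 for Col1a2 of fibroblasts, -4.96 for Ighm of B cells, -2.40 for Ppbp of megakaryocytes and -2.78 for Dcstamp of osteoclasts, so their share may have been lower. The osteoclast genes do not mark other cells alone. In single cells they took 0.863 UMIs per 10000 in the largest M0 cluster, 1.40 in that of 24 h M2 and 0.288 in that of 24 h M1. A lower share of other cells would raise all genes of the remaining macrophages alike, whereas 16 core macrophage genes went both ways, from -1.33 for Lyz2 and -1.17 for Csf1r to 1.14 for Fcgr1, with a median of -0.0568, and none rose by the 1.68 that was the median of the interferon-stimulated genes. A lower share of other cells as the whole cause is therefore argued against. The first exposure to IFN-γ and LPS remains, as a hypothesis: 25 of 31 interferon-stimulated genes were also higher in M1 → M0 than in M2 → M0 cells (26 adjusted over the list alone). Cytokine left behind by the wash was not measured and stays open.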

How the results depend on the processing

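Settings added after the data were seen are the averaged 96 h M0 libraries, the fits without libraries numbered 1 and without 1 h M1, the filter of 10 FPKM in 3 libraries and the restriction to promoter sites; the spread of shares, medians and correlations was also set after their values were seen. Under the planned settings 334 of 444 counts and values stayed within 1.5 times or within their spread and 110 moved, and of those added 59 of 66 stayed. Named genes and sites kept direction and call in 14576 of 15687 cases, with 1060 calls lost, 46 gained and 5 turned, and in 4136 of 4227 added cases, with 68 lost and 23 gained. Except where the setting itself leaves out genes, sites or libraries, the cause was not tested.  Replicate 3 of M1 had 1730488 counts at the sites, the fewest of the ATAC-seq libraries. Without it the sites that differed in M1 numbered 40435, and without replicate 1 of M0 or replicate 2 of M1 33186 and 33138.

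Requiring a change of at least 1.5-fold as well lowered the counts of genes by construction: against 0 h M0 to 1447 for 24 h M2, 2908 for 96 h M1, 2003 for 96 h M2, 864 for M1 → M0, 745 for M2 → M0, 2889 for M2 → M1, 1664 for M1 → M2 and 450 for 96 h M0; against 96 h M0 to 2601 for M1, 1607 for M2 and 808 for M1 → M0; and to 496 for M2 → M1 against M1 and 1031 for M1 → M2 against M2. The share of M2 genes that also differ in M1 → M2 became 52.1%. With the compared groups fitted alone the counts were 751 for 96 h M0, 1089 for M1 → M0, 71 for M2 → M0 against 96 h M0 and 40 for M2 → M1 against M1, and the share was 53.9%. For M2 → M0 against 96 h M0 the count was 20 with a pseudocount of 0.1 FPKM, 49 after quantile normalization and 195 without libraries numbered 1, and for 96 h M0 it was 750 with its libraries 1 and 2 averaged. Of the tests of gene lists 44 passed with an estimated correlation.

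With the replicate block the count was 1597 for M2 → M1 against M1, and the share of M2 genes was 64.8%. Where the libraries only share numbers, the block moved the count to 1839 for 96 h M0 and to 65 for M2 → M0 against 96 h M0, and by their own number 2 and 1 of the 3 libraries correlated best. No other count moved by more than 1.5 times under it, while 13 calls of named genes were gained and 10 lost, 1 call of a named site was lost, and 161 tests of lists passed instead of 157. In ATAC-seq, where numbers do not pair, the counts of sites under the block were 36617, 21824 and 25524.

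JSDs on linear FPKM were 0.381 for 24 h M1, 0.210 for 24 h M2, 0.315 for 96 h M1, 0.317 for 96 h M2, 0.161 for M1 → M0, 0.120 for M2 → M0 and 0.104 for later M0, each to 0 h M0, 0.198 for M2 → M1 and 0.183 for later M1 to 24 h M1, and 0.193 for M1 → M2 and 0.142 for later M2 to 24 h M2. On this scale 96 h M1 no longer lay above 96 h M2, as it did on the log10 scale (0.125 and 0.0995). Over pairs of single libraries they were 0.0842 for 24 h M2, 0.106 for 96 h M2, 0.0811 for M1 → M0, 0.0693 for M2 → M0, 0.0615 for later M0, 0.0726 for M2 → M1, 0.0737 for later M1 and 0.0564 for later M2. ATAC JSDs on log10 counts were 0.189 for M1, 0.105 for M1 → M0 and 0.0873 between M0 replicates.

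For sites, an adjusted p below 0.01 gave 26569 for M1, 14105 for M1 → M0 and 17698 between them, a median of 0.95 for M1 → M0 and a remaining share of 26.6%. DESeq2 gave 12747 for M1 → M0 and 19283 between M1 and M1 → M0, medians of 1.39 and 1.06 and a share of 22.0%. With 10 counts in at least 3 libraries the share was 36.2%. Promoter sites alone gave 4925, 4079 and 4814 sites and medians of 0.75 and 0.49. The correlation at M1 sites alone was 0.869, and within 1000 bp 25 genes were 4-fold more accessible in M1 → M0.

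In single cells, the filter of cells gave 15.6% of proliferating cells in 0 h M0 and 43.6 and 40.3 proliferation UMIs per 10000 in 0 h and 24 h M0, and neighbours from the same library of 56.5%, 57.3% and 75.7% for M0 at 0, 6 and 24 h and of 90.1% for 6 h M2. With 50 neighbours these were 64.1% for 0 h M0 and 86.9% for 6 h M2. Without thinning, which deepens the cells, the proliferating shares were 34.2%, 76.6% and 35.8% for M0 at 0, 6 and 24 h, 15.4% and 9.43% for M1 and 71.0% and 52.9% for M2 at 6 and 24 h. Filters of 1 FPKM and of any FPKM in 1 library were not run, since the file holds no gene that they would add. The removal of the 29 barcodes that scrublet calls doublets was run and moved no value past its interval, but so few calls say nothing about doublets.

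Without 1 library in turn, where the rest is assumed to vary alike, counts ranged from 572 to 1134 for 96 h M0, 13 to 33 for M2 → M0 against 96 h M0, 424 to 1054 for M2 → M1 against M1 and 16475 to 29676 for sites in M1 → M0. Shares ranged from 71.0% to 84.0% for M1 genes in M2 → M1, 51.7% to 63.7% for M2 genes in M1 → M2 and 24.5% to 37.7% for remaining sites, medians from 1.22 to 1.46 for M1 and 0.86 to 0.98 for M1 → M0, the correlation from 0.722 to 0.866, the JSD of M2 → M1 from 0.0632 to 0.0661 and that between M0 replicates from 0.0952 to 0.119. Without replicate 4 of 96 h M0, 5 log2 fold changes turned. Those of Ctsd ranged from -4.13 to 0.26 between 96 h and 0 h M0, from -0.41 to 3.98 for M1 → M0 and from -0.47 to 3.92 for M2, each against 96 h M0, that of Ctsb from -0.21 to 3.71 for M1, and that of Fdft1 from -0.24 to 1.88 for M2.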

Differences from the paper's values

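The alternatives named here were set before the data were examined. How the spread of shares and medians is measured, by leaving out each library in turn, was chosen after their values had been seen.

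The paper counts 8749 sites that differ between M1 and M0, and here edgeR called 41305 at an adjusted p below 0.05; the paper names DESeq2, and the only threshold it gives for sites is a q below 0.05 in the legend of Fig. S9, for M1 → M0 against M0. None of 15 alternatives came within 1.5 times of the paper's count. The lowest was 26569, at an adjusted p below 0.01, and with DESeq2 it was 30285. The paper counts 4122 of these sites that also differ between M1 → M0 and M0, and here there were 13710. Again none of 15 alternatives closed the gap: with DESeq2 the count was 6655, at an adjusted p below 0.01 it was 7069, and with every other setting it was higher.

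For the overlap of genes with a site at least 4-fold more accessible in M1 and in M1 → M0, the paper gives a p of 2.7e-23 where Fisher's exact test here gave 2.77e-13. With DESeq2 the p was 1.79e-13, still above the paper's value, and within 1000 bp of a start site it was 3.32e-29, below it, so neither alternative closed the gap. The paper's 10 genes were not called 4-fold here in either comparison, by edgeR or by DESeq2. The paper does not name the annotation behind its start sites, so its promoters may be defined in another way. The values here are of 1 site per gene. Those of Adk and Gm43302 lie nearest to the start sites of other genes, Ap3m1 and Gbp6. Gm38256 and Zfpm2 had no tested site within 500 bp, and the other 8 had log2 fold changes in M1 and in M1 → M0 of -0.10 and -0.53 for Adk, -0.00 and -0.34 for Akap10, -1.67 and -0.11 for Spats2l, -1.53 and 0.30 for Gramd1c, -0.85 and 0.22 for Prkg1, 0.26 and -0.26 for Garnl3, -1.03 and -0.33 for Nr3c2, and 1.9 and 1.57 for Gm43302.

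The paper's JSD between M1 → M0 and M0 chromatin profiles is about 0.10 in Fig. 4B, read by eye, and here it was 0.163 on normalized counts and 0.105 on their log10 scale. The log10 scale is the 1 alternative of 8 that closes the gap; without any filter and without each library in turn it stays open. The bar was read when the value here was known, and the case is borderline: a reading of about 0.11 would put the values within 1.5 times of each other. The paper states that this distance is comparable to that between M0 replicates. Here the latter was 0.110 on normalized counts and 0.0873 on the log10 scale, and every M1 → M0 and M0 pair was further apart than every M0 pair on normalized counts. The M0 libraries are of 0 h only, so time in culture may add to this distance.

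On single genes, the paper states that Retnla reaches a similar level in M1 → M2 and M2 cells 72 h after the switch. Here Retnla was lower, by a log2 fold change of -8.83, while Pparg (-0.48) and Stat6 (0.03) did not differ past the test. The paper states that Tnf in M2 → M1 cells reaches a level similar to that in M1 cells, and here its log2 fold change of -1.36 did not pass the test either. The paper also states that Tnf stays above M0 in 96 h M1 → M0 cells, where the log2 fold change of 1.21 missed the threshold here. In the single-cell data the paper describes M1 and M2 cells as apart from M0 cells and without mixing of time points, or with very little in the legend of Fig. S3. Here 99.7% of the neighbours of M1 cells came from the same library at both times, and of the neighbours of 6 h M2 cells 3.36% were 24 h M2 cells and 8.24% M0 cells. A cluster of 49 cells held cells of both M1 libraries. Its core macrophage genes took 26.1 UMIs per 10000 against 176 in the rest. It may therefore hold cells other than macrophages, and it does not show mixing of M1 macrophages.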

Other observations

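The comparison of M1 → M0 with M2 → M0 cells, the tests around libraries numbered 1, the count of genes that differ from M0 cells of both ages and the search for the closest pair of libraries were chosen after the results had been seen.

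After 96 h in IL-4, cells differed from M0 cells of the same age in 2933 genes, 1694 higher and 1239 lower. All 8 MHC class II genes were higher, 8 adjusted over the list alone (camera adjusted p = 4.0e-12). Cd74, their invariant chain, was 3078 ± 2770 against 90.7 ± 43.8 FPKM (SD, n = 3 and 4; log2 fold change 4.83, limma adjusted p = 3.2e-23), and H2-Aa, a chain of the MHC class II molecule, had a log2 fold change of 4.21. Of 11 genes of the stress and unfolded protein response 9 were higher, 9 adjusted over the list alone (camera adjusted p = 1.1e-05), among them the pseudokinase Trib3 (3.01) and the chaperone Hsph1 (1.74). Of 5 osteoclast genes 4 were higher, 4 adjusted over the list alone (camera adjusted p = 0.00031), with Acp5, an acid phosphatase of bone resorption, at 267 ± 40.1 against 47.3 ± 9.14 FPKM. Of 22 genes of cholesterol synthesis 15 were higher, 17 adjusted over the list alone (camera adjusted p = 0.00013; adjusted p = 0.27 with an estimated correlation). Genes of the G2 and M phases were lower, 37 of 49, with 1 higher (37 and 1 adjusted over the list alone; camera adjusted p = 2.9e-12; adjusted p = 0.27 with an estimated correlation), as were 25 of 34 of S phase (28 adjusted over the list alone; camera adjusted p = 3.2e-08; adjusted p = 0.28 with an estimated correlation). Slc40a1, which exports iron, and the scavenger receptor Stab1 fell by a log2 fold change of -4.48 and -4.22.

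M1 → M0 and M2 → M0 cells had been washed in the same way. Of the 1770 genes that differed between them at 96 h, 1017 were higher and 753 lower in M1 → M0. Genes of S phase were higher there, 33 of 34 (34 adjusted over the list alone; camera adjusted p = 2.8e-29), with Rrm2, a subunit of ribonucleotide reductase, at 62.1 ± 37.1 against 12.4 ± 1.32 FPKM, and so were 10 of 13 genes of MHC class I processing (10 adjusted over the list alone; camera adjusted p = 2.5e-09), such as Nlrc5 (1.89), a regulator of MHC class I genes. Lower there were 4 of 5 osteoclast genes (4 adjusted over the list alone; camera adjusted p = 3.4e-06), with Mmp9, a matrix protease, at 22.3 ± 16.6 against 247 ± 79.2 FPKM, and 9 of 27 IL-4 response genes, with 1 higher (9 and 1 adjusted over the list alone; camera adjusted p = 1.6e-06), led by Retnla (-6.36) and Chi3l3 (-5.34). Markers of other cell types were lower there too: all 3 of fibroblasts (3 adjusted over the list alone; camera adjusted p = 0.0064; adjusted p = 0.18 with an estimated correlation), such as Col1a2 (-4.47), the B cell marker Ighm (-4.31) and both megakaryocyte markers, among them Ppbp (-2.64). Against 96 h M0, M1 → M0 cells also held more Saa3, an acute phase protein (5.33), and Ccl7, a chemokine for monocytes (2.34), and less Csf1r, the receptor for the growth factor of macrophages, at 256 ± 11.3 against 587 ± 129 FPKM, and less lysozyme Lyz2 (-1.33). Promoters of neutrophil genes were less accessible at 4 of 7 in M1 and in M1 → M0, and more at 1 in M1 (the same counts adjusted over the list alone), and those of LXR targets at 6 and 4 of 10 (7 and 5 adjusted over the list alone).

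In single cells, genes of MHC class I processing took 275 UMIs per 10000 in 24 h M1 against 75.5 in 24 h M0, inflammatory cytokine and chemokine genes 475 against 2.83, and M1 effectors 49.6 against 3.74. With 1 library per condition, no test was made.

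Time in culture could account for a part of what sets washed cells apart from 0 h M0. Of the genes that differed between M2 → M0 and 0 h M0, 58.6% also differed between 96 h and 0 h M0 in the same direction, which meets the 50% that this explanation was held to. For M1 → M0 the share was 28.0%, between that and the 10% under which it would be excluded. M0 cells of the same age argue against time in culture as the whole cause there, since 1488 genes differed between M1 → M0 and 96 h M0. Of the 1856 genes, 799 (43.0%) also differed between M1 → M0 and 96 h M0 in the same direction, against 21 of 1488 (1.41%) for M2 → M0. The washed libraries stand in both comparisons, which favours the same direction, and no simulated value was made for these 2 shares. For the remaining M1 → M0 genes, time in culture and treatment cannot be told apart, since the shared 0 h libraries stand in both comparisons. At an unadjusted p below 0.05 the shares were 67.2% and 37.9%, where simulated data without any effect gave 18.9% and 20.3%. The covariance of the log2 fold changes was 0.186 and 0.136, against 0.0229 and 0.0236 in the simulations. Independent calls would share 55 genes higher and 46.5 lower for M2 → M0, where 439 and 433 were found, and 78.3 and 48.1 for M1 → M0, where 277 and 243 were.

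Libraries were also regrouped without regard to their condition. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and the real one gave the highest count in each case (1 of 10). The real count and the highest other were 5081 and 1706 for 24 h M1, 2694 and 124 for 24 h M2, 4579 and 1080 for 96 h M1, 3483 and 147 for 96 h M2, 1856 and 139 for M1 → M0, 1488 and 9 for M2 → M0, 4467 and 417 for M2 → M1, and 3112 and 175 for M1 → M2, each against 0 h M0. They were 999 and 536 for M2 → M1 against M1, and 1790 and 83 for M1 → M2 against M2. For sites they were 41305, 25180 and 29553 against 0. With 4 libraries of 96 h M0 there are 35 splits, and the real one was the highest (1 of 35) for 96 h against 0 h M0 (1134, next 430), M1 → M0 against 96 h M0 (1488, next 865), M1 against 96 h M0 (4351, next 3314) and M2 against 96 h M0 (2933, next 1859). Chance is excluded there only if the 4 libraries are independent. Replicates 1 and 2 of 96 h M0 were the closest pair of any condition, and counted as 1 they would leave 10 splits, too few. For M2 → M0 against 96 h M0, 2 of 35 splits gave at least as many, the real one 31 and another 70, so chance is not excluded. That other split set replicates 1 and 2 of 96 h M0 and replicate 1 of M2 → M0 against the rest, which points to a structure of the samples apart from the treatment.

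Libraries numbered 1 stood apart from the others of their condition: 32.6% of the residual variance lay on 1 component, on which they scored highest in 45 of 48 conditions. Sparc and the collagen gene Col1a1, both of stromal cells, were lower in them by -2.16 and -2.02 on the log2 scale on average, and lowest of their condition in 46 and 47. The shift was not confined to such genes. Slc7a11, Mmp8 and mt-Te were higher by 1.85, 1.66 and 1.57, and Folr2 and Cd5l lower by -1.99 and -1.65. The closest 2 libraries of any condition were replicates 1 and 2 of 96 h M0, at a root mean square log2 difference of 0.170.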
